# The diphenylpyrazole compound anle138b blocks Aβ channels and rescues disease phenotypes in a mouse model for amyloid pathology

**DOI:** 10.15252/emmm.201707825

**Published:** 2017-12-05

**Authors:** Ana Martinez Hernandez, Hendrik Urbanke, Alan L Gillman, Joon Lee, Sergey Ryazanov, Hope Y Agbemenyah, Eva Benito, Gaurav Jain, Lalit Kaurani, Gayane Grigorian, Andrei Leonov, Nasrollah Rezaei‐Ghaleh, Petra Wilken, Fernando Teran Arce, Jens Wagner, Martin Fuhrman, Mario Caruana, Angelique Camilleri, Neville Vassallo, Markus Zweckstetter, Roland Benz, Armin Giese, Anja Schneider, Martin Korte, Ratnesh Lal, Christian Griesinger, Gregor Eichele, Andre Fischer

**Keywords:** Alzheimer's disease, amyloid pathology, Aβ channels, gene expression, membrane pores, Chromatin, Epigenetics, Genomics & Functional Genomics, Neuroscience, Pharmacology & Drug Discovery

## Abstract

Alzheimer's disease is a devastating neurodegenerative disease eventually leading to dementia. An effective treatment does not yet exist. Here we show that oral application of the compound anle138b restores hippocampal synaptic and transcriptional plasticity as well as spatial memory in a mouse model for Alzheimer's disease, when given orally before or after the onset of pathology. At the mechanistic level, we provide evidence that anle138b blocks the activity of conducting Aβ pores without changing the membrane embedded Aβ‐oligomer structure. In conclusion, our data suggest that anle138b is a novel and promising compound to treat AD‐related pathology that should be investigated further.

## Introduction

Alzheimer's disease (AD) is the most common neurodegenerative disorder causing a severe emotional and economic burden to our societies. Due to increased life expectancies, the number of those afflicted with AD is expected to double by 2025. Despite intensive research, effective therapeutic approaches are still not available. The pathogenesis of AD has been linked to protein aggregation, namely the aggregation of amyloid‐beta peptides (Aβ) and tau protein. The accumulation of pathogenic aggregates of Aβ peptides in the brain appears to be a key event in the pathogenesis of AD (Iversen *et al*, 1995; Tanzi, 2005; Jakob‐Roetne & Jacobsen, 2009; Goate & Hardy, 2012), and targeting amyloid pathology still represents a promising therapeutic strategy (Haass & Selkoe, 2007; Sevigny *et al*, 2016). The precise molecular events that trigger amyloid‐induced decline of synaptic plasticity and neuronal cell death are still not entirely resolved and are likely to be multifactorial. One of the first explanations of neuronal dysfunction and toxicity in AD is the channel hypothesis first proposed by Arispe and coworkers (Arispe *et al*, 1993), which postulates that unregulated Aβ ion channels result in a loss of ionic homeostasis (primarily through a gain of Ca^2+^) that eventually triggers neuronal dysfunction and cell death*. In vivo* evidence for this mechanism is, however, still rare, and a compound that would block pores and be active in mammalian animal models has not been reported yet. Thus, the original request by Arispe and coworkers that a useful strategy for drug discovery for treatment of AD should include screening compounds for their ability to block or otherwise modify Aβ channels is still left unsatisfied (Arispe *et al*, 1993).

In this work, we examine the efficacy of the diphenylpyrazole (DPP) compound anle138b in an animal model of Aβ deposition. Oral application of anle138b ameliorates Aβ‐induced deficits in synaptic plasticity and memory formation. Using *in vivo* and *in vitro* approaches, we provide evidence that this effect is linked to the capacity of anle138b to reduce the conductivity of Aβ pores in lipid bilayer membranes. Although other mechanisms likely contribute to this effect, our data suggest the functional modulation of the membrane bound Aβ‐oligomers as a mechanism for neuroprotection and support the idea that anle138b should be taken into clinical trials to treat aggregopathies, including AD.

## Results

### Synaptic plasticity and memory function in a mouse model for deposition of amyloid β peptides after oral treatment with anle138b

To initially test the potential of anle138b as therapeutic strategies to treat amyloid aggregation in Alzheimer's disease, we analyzed its effect in a *Drosophila* model for amyloid‐induced neurotoxicity. We observed that treatment with anle138b improved survival times when compared to a vehicle‐treated group (Appendix Fig S1). On the basis of these data, we decided to test the efficacy of anle138b in a mouse model for amyloid deposition. We like to state that none of the currently employed animal models for AD fully recapitulate the phenotypes seen in AD patients, and thus, care has to be taken when interpreting such data. In our study, we employed APPPS1Δ9 mice (Jankowsky *et al*, 2001), a well‐established model for AD‐linked amyloid deposition. Since in the patients therapeutic intervention is normally initiated only after the onset of amyloid plaque formation, we decided to test anle138b in two experimental cohorts. In the “pre‐plaque group,” treatment was initiated before the onset of pathology when mice were 2 months of age, while in the “post‐plaque group” treatment was initiated after the onset of amyloid deposition and memory disturbances in 6‐month‐old mice (Fig EV1; Jankowsky *et al*, 2004; Lalonde *et al*, 2005; Reiserer *et al*, 2007). In both cohorts, anle138b was continuously provided via food pellets. Thus, in the pre‐plaque group, mice were subjected to anle138b or placebo treatment from 2 months of age, and electrophysiological, behavioral, and biochemical analyses were initiated at 6 months of age. A group of wild‐type mice (WT) treated with anle138b served as an additional control. We first measured synaptic plasticity by analyzing hippocampal long‐term potentiation (LTP). While robust hippocampal LTP at the Schaffer collateral synapse was observed in WT control mice treated with anle138b (Fig 1A), LTP was significantly impaired in APPPS1Δ9 mice that received placebo (Fig 1B). Notably, this LTP deficit was completely rescued in APPPS1Δ9 mice treated with anle138b (Fig 1C). These data suggest that oral application of anle138b protects against Aβ‐induced impairment of hippocampal synaptic plasticity. To test whether the effect of anle138b on hippocampal plasticity also improved hippocampus‐dependent memory function, another group of anle138b and placebo‐treated mice were subjected to the Morris water maze test, a well‐established paradigm to assay spatial memory in rodents (Morris, 1984). Anle138b‐treated WT mice displayed robust spatial learning as indicated by decreasing escape latency throughout the 8 days of training (Fig 1D). In contrast, APPPS1Δ9 mice treated with placebo showed a significantly impaired escape latency (Fig 1D). This deficit was partially rescued in APPPS1Δ9 mice that received anle138b. Spatial reference memory was analyzed in a probe test performed after 8 days of training. While WT mice showed a significant preference for the target quadrant, no such effect was observed in placebo‐treated APPPS1Δ9 mice (Fig 1E), confirming memory impairment in APPPS1Δ9 mice. In contrast, anle138b‐treated APPPS1Δ9 mice displayed a significant preference for the target quadrant indicating restored spatial memory (Fig 1E). Swim speed was similar amongst the groups (Fig 1F). We also examined if anle138b would affect basal explorative behavior (Fig 1G) or basal anxiety (Fig 1H). No difference was found amongst the groups suggesting that oral administration of anle138b can protect APPPS1Δ9 mice from deteriorating hippocampal synaptic plasticity and hippocampus‐dependent memory consolidation.

**Figure EV1:**
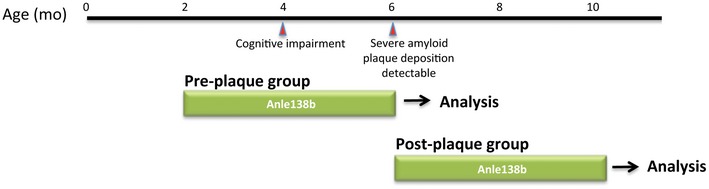
Experimental design Overview of the experimental approach employed for the pre‐plaque and the post‐plaque group. Red arrows underneath the time line indicate onset of pathology in APPPS1△9 mice.

**Figure 1:**
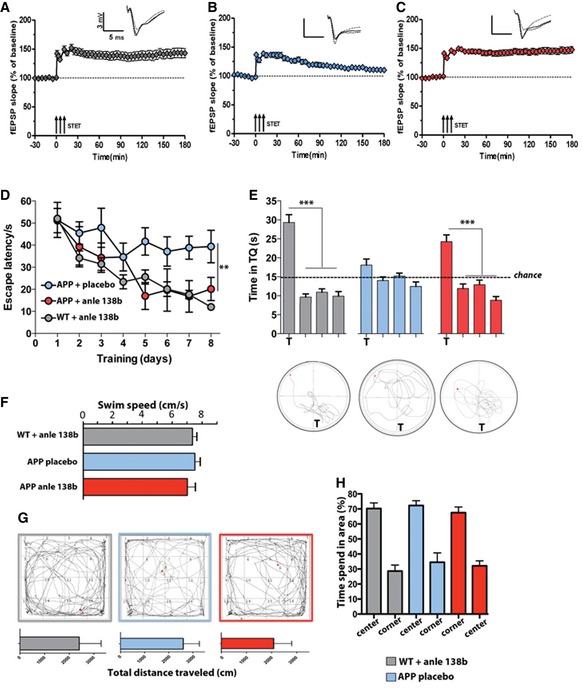
Anle138b rescues hippocampal LTP deficits spatial memory in the pre‐plaque group In wild‐type mice of the pre‐plaque group (treated from 2 to 6 months of age with anle138b), robust LTP that lasts for at least 3 h is elicited upon a strong tetanization (STET) (3 trains of 100 pulses at 100 Hz given 10 min apart, arrows) at the Schaffer collateral CA3‐CA1 synapse (*t*‐test, *P* = 0.00005; *n* = 16 comparing before vs. after STET).LTP is not maintained in APPPS1Δ9 mice treated with placebo. Here, the potentiation declined to baseline after 3 h (*t*‐test, *P* = 0.08; *n* = 20 comparing before vs. after STET).APPPS1Δ9 treated with anle138b show a rescue of the LTP impairment (*t*‐test, *P* = 0.0001; *n* = 23 comparing before vs. after STET).Escape latency in the Morris water maze test is impaired in placebo‐ but not in anle138b‐treated APP mice (one‐way ANOVA *F* = 16.01, **P = 0.0008; *n* = 15/group).Probe test performed 24 h after the last training session. The lower panel shows representative swimming path during the probe test. T = target quadrant compared vs. other quadrants (*t*‐test, ***P = 0.00002; *n* = 15/group).Average swim speed during water maze training (*n* = 15/group).Explorative behavior in the open field test. Upper panel: Representative motion tracks during the test session. Lower panels show the total distance travelled during the 5‐min test session (*n* = 15/group).Bar graph showing the time spent in the center vs. the corner of the open field (*n* = 15/group).Data information: Error bars indicate SEM.

Encouraged by these findings, we investigated whether anle138b could also reinstate synaptic plasticity and memory function when significant amyloid deposition had already occurred employing the post‐plaque group (Fig EV1). To this end, 6‐month‐old APPPS1Δ9 mice were treated with either anle138b or placebo for 4 months. Wild‐type mice treated with anle138b served as an additional control group. Analysis was performed when mice were 10 months of age. In a first cohort, we measured hippocampal LTP. WT mice treated with anle138b showed robust LTP (Fig 2A), while LTP was significantly impaired in placebo‐treated APPPS1Δ9 mice (Fig 2B). Notably, a complete restoration of hippocampal LTP was seen in APPPS1Δ9 mice treated with anle138b (Fig 2C). In conclusion, similar to the pre‐plaque group treatment with anle138b had a marked ameliorating effect on LTP even after the onset of plaque deposition.

**Figure 2:**
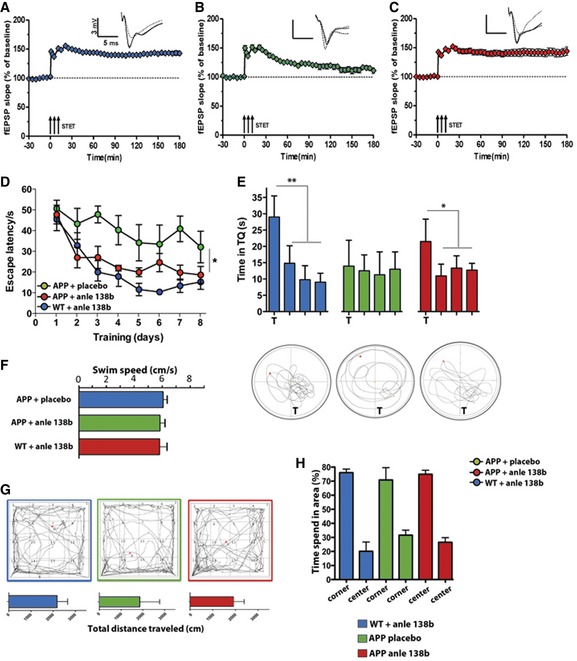
Anle138b rescues hippocampal LTP deficits and spatial memory in the post‐plaque group Wild‐type mice of the post‐plaque group (treated from 6 to 10 months of age) display robust LTP upon STET (arrows) that was maintained throughout the recording session (*t*‐test, *P* = 0.00006; *n* = 30 comparing before vs. after STET).Lasting LTP induced by STET was not observed in 10‐month‐old APPPS1Δ9 placebo‐treated mice. The potentiation decayed to baseline after 3 h (*t*‐test, *P* = 0.16; *n* = 19 comparing before vs. after STET).Treatment with anle138b starting at 6 months of age rescues LTP deficit in 10‐month‐old APPPS1Δ9 mice (*t*‐test, *P* = 0.0003; *n* = 20 comparing before vs. after STET).Escape latency in the Morris water maze test is impaired in placebo‐treated APP mice and partially restored to WT levels in anle138b‐treated APP mice (one‐way ANOVA, *F* = 35.94, *P* = 0.00006; *P = 0.0309 for APP + anle138b vs. APP + placebo and *P* = 0.4 for APP + placebo vs. WT + anle138b; *n* = 7/group).Probe test performed 24 h after the last training session. The lower panel shows representative swimming path during the probe test. *T* = target quadrant compared vs. other quadrants (*t*‐test, **P = 0.0007, *P = 0.0031; *n* = 7/group).Average swim speed during water maze training (*n* = 7/group).Explorative behavior in the open field test. Upper panel: Representative motion tracks during the test session. Lower panels show the total distance travelled during the 5‐min test session (*n* = 7/group).Bar graph showing the time spent in the center vs. the corner of the open field (*n* = 7/group).Data information: Error bars indicate SEM. In panels (A–C), triplets of arrows represent STET applied for inducing L‐LTP. Insets in each graph represent typical fEPSP traces recorded 15 min before (dotted line), 30 min after (broken line), and 3 h after (full line) STET.

To analyze whether reinstatement of hippocampal plasticity would also correlate with improved memory function, we subjected mice to the Morris water maze test. WT mice treated with anle138b rapidly learned the task as indicated by reduced escape latency throughout the 8 days of training (Fig 2D). Placebo‐treated 10‐month‐old APPPS1Δ9 mice display impaired spatial learning as indicated by the escape latency that did not significantly decrease during the training (Fig 2D). When compared to the placebo group, APPPS1Δ9 mice treated with anle138b showed improved spatial learning (Fig 2D). A probe test was performed after 8 days of training. WT mice treated with anle138b showed a significant preference for the target quadrant indicative of intact spatial reference memory (Fig 2E). Placebo‐treated APPPS1Δ9 mice exhibited severely impaired memory function (Fig 2E) and displayed no target preference (Fig 2E). In APPPS1Δ9 mice treated with anle138b (Fig 2E), target preference was improved significantly but did not reach WT levels. Of note, swim speed was not different between the experimental groups (Fig 2F). Explorative behavior (Fig 2G) and basal anxiety (Fig 2H) were measured in the open field test. There was no significant difference amongst groups. We also tested whether anle138b treatment would affect memory function in wild‐type mice but did not observe any significant difference (Appendix Fig S2). Thus, oral administration of anle138b partially restores hippocampal plasticity and memory function in APPPS1Δ9 mice even at an advanced stage of pathology.

### Anle138b reinstate transcriptional homeostasis and ameliorates amyloid pathology

Pathological alterations often lead to aberrant changes in transcriptional plasticity indicating deregulated cellular homeostasis (Fischer, 2014a). In support of this, numerous studies demonstrated that AD pathogenesis correlates with altered gene expression in various brain regions (Fischer, 2014b; Benito *et al*, 2015; Matarin *et al*, 2015). Moreover, monitoring gene expression changes can inform about the efficacy of therapeutic intervention (Benito *et al*, 2015). 

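APPPS1ΔE9 mice are a transgenic model of Alzheimer's disease, and anle138b is a small molecule that was given in the chow at 2 g per kg of food, with a chow without it as placebo. The RNA-sequencing experiment covered 38 mice in 8 groups. In the pre-plaque group, treatment started at 2 months of age, lasted 4 months, and the mice were analyzed at 6 months of age. There were 4 placebo-treated WT, 4 anle138b-treated WT, 4 placebo-treated APPPS1ΔE9 and 4 anle138b-treated APPPS1ΔE9 mice. For the post-plaque group, treatment started at 6 months, lasted 4 months, and the mice were analyzed at 10 months of age. In this cohort there were 5 placebo-treated WT, 5 anle138b-treated WT, 5 placebo-treated APPPS1ΔE9 and 7 anle138b-treated APPPS1ΔE9 mice. The authors prepared mRNA libraries from the hippocampus, mapped the reads to the mouse genome mm10 with STAR, counted them on genes with HTSeq, and deposited the read count of each of 48709 genes in each mouse, without normalization. For the 4 placebo-treated WT mice of the pre-plaque group, the sample titles say WT while another label names the transgenic genotype. They were used here as WT, as in the titles and in Fig 3A.

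Total counts per mouse were between 15847985 and 31895808, with a median of 24530658. Pre-plaque totals ranged from 22372919 to 27872870 in placebo-treated WT mice (median 24606797.5) and from 17764531 to 26661613 in anle138b-treated WT mice (median 22188335). They ranged from 17939563 to 25690342 in placebo-treated APPPS1ΔE9 mice (median 23251499.5) and from 26255378 to 31895808 in anle138b-treated APPPS1ΔE9 mice (median 27862054). Between 23507 and 25420 genes had at least a single count in these mice.

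The counts were compared with edgeR's quasi-likelihood test after TMM normalization, with the genes kept that edgeR's filter on low counts passes. Genes with a Benjamini-Hochberg adjusted p under 0.1 were called differentially expressed, which is the threshold stated in Dataset EV1. The methods of the paper state 0.05, which was used as an alternative. Replicates were separate mice, and none of the 75 pairs of mice within a group agreed within sampling noise (chi-square per degree of freedom between 2.99 and 59.6).

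Library lane and group were nearly inseparable. Among pre-plaque mice, all placebo-treated WT libraries were in lane 4, all placebo-treated APPPS1ΔE9 libraries in lane 5 and all anle138b-treated APPPS1ΔE9 libraries in lane 6, while 2 anle138b-treated WT libraries were in lane 4 and 2 in lane 5. The comparisons of genotypes therefore have no within-lane value, and the compared groups alone cannot tell lane and genotype apart. The anle138b-treated WT libraries of lanes 4 and 5 allow only a limited check of these 2 lanes in the pre-plaque group. The paper states that all mice were male. In 12 of the 38 mice, Xist, which is transcribed from the inactive X chromosome, was between 1154 and 1453 CPM (counts scaled to the total of the library), and the sum of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty was at most 1.89 CPM. In the other 26 mice, Xist was at most 5.41 CPM and the Y-linked sum was between 169 and 405 CPM. Of the pre-plaque mice, those with high Xist were 3 of 4 placebo-treated WT and 2 of 4 anle138b-treated WT mice and 0 of the 8 APPPS1ΔE9 mice. Among post-plaque mice they were 3 of 5 placebo-treated WT, 3 of 5 anle138b-treated WT, 0 of 5 placebo-treated APPPS1ΔE9 and 1 of 7 anle138b-treated APPPS1ΔE9 mice. A fit with Y-linked expression as a covariate had been set as an alternative before the data were examined.

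**Figure D1:**
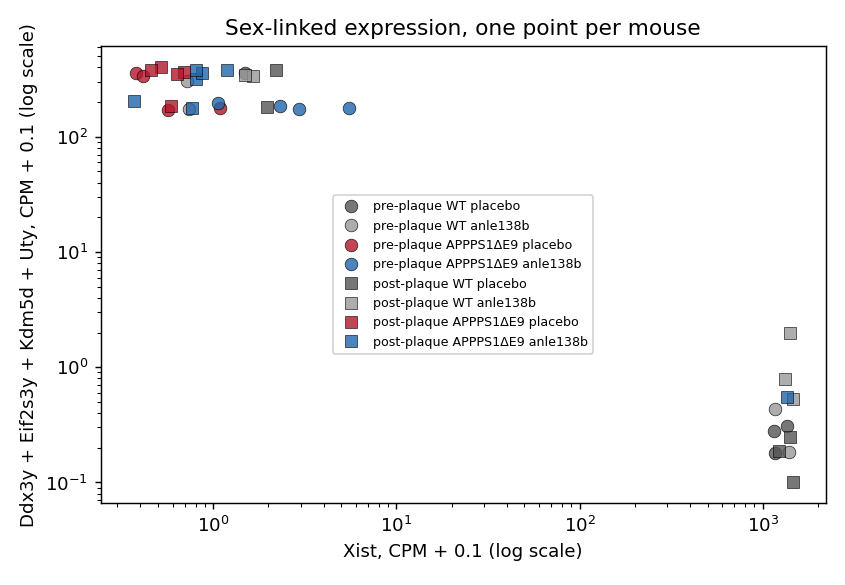
Xist (x axis, CPM plus 0.1, log scale) against the sum of Ddx3y, Eif2s3y, Kdm5d and Uty (y axis, CPM plus 0.1, log scale) in the hippocampus of each of the 38 mice, with one point per mouse, colors for genotype and treatment and shapes for the cohort. 12 mice lie at high Xist and low Y-linked expression, and 26 mice at low Xist and high Y-linked expression.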

In keeping with this idea, we performed RNA sequencing from hippocampal tissue dissected from mice in the pre‐ and post‐plaque (Fig EV1) cohorts. Notably, there were no differences in hippocampal gene expression when comparing WT placebo‐ vs. WT anle138b‐treated mice, suggesting that anle138b has no direct effect on transcriptome plasticity. Thus, we first compared gene expression in placebo‐treated WT and placebo‐treated APPPS1ΔE9 mice of the pre‐plaque group. 

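In the pre-plaque group, 0 of 16766 tested genes passed the adjusted p of 0.1 between anle138b- and placebo-treated WT mice (n = 4 and 4), while 310 genes had an unadjusted p under 0.05. Among post-plaque WT mice, 0 of 16986 genes passed (n = 5 and 5), and 212 genes had an unadjusted p under 0.05. The settings that moved this result most were DESeq2 in place of edgeR, with 2 genes in the pre-plaque group and 0 in the post-plaque group, and leaving out anle138b-treated pre-plaque mouse 83, likewise with 2. When only the libraries of lane 4 were used in the pre-plaque group (4 placebo-treated and 2 anle138b-treated mice), 1 gene passed. The libraries carry a number from 1 up within each group, and a fit with that number as a replicate block also gave 0 genes in either cohort. Deviations from the group mean correlated between mice with the same number at a mean r of 0.22 in the pre-plaque and 0.35 in the post-plaque group. Depth and the number of mice can limit what is detected, and their part in the 0 genes was not tested. Counts were not simulated for these WT groups, but for the placebo-treated APPPS1ΔE9 and WT mice of the pre-plaque group, 4 against 4. There, 184 of 200 genes with a log2 change of 1 were found, with 29 false calls. Smaller changes were not simulated, so they are not ruled out.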

We identified 202 differentially expressed genes of which 73 were up‐ and 129 were down‐regulated (Fig 3A; Dataset EV1). 

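Between placebo-treated APPPS1ΔE9 and placebo-treated WT mice of the pre-plaque group (n = 4 and 4), 12 of 16774 genes passed the threshold, all of them up-regulated. At an unadjusted p under 0.05 there were 1858 genes, of which 875 were higher and 983 were lower in APPPS1ΔE9 mice. The largest changes among the genes whose values did not overlap between the groups were those of Lamr1-ps1, Cst7 and Itgax. Lamr1-ps1 is a processed pseudogene on chromosome 2 of GRCm38 (131904086 to 131904959) upstream of Prnp. Its reads can be shared with other copies of the ribosomal gene it derives from. With App and Prnp, Lamr1-ps1 was set aside beforehand as a gene on which transgene reads can be counted. Lamr1-ps1 had 15.6 ± 2.80 CPM (SD, n = 4) in APPPS1ΔE9 mice and 0 counts in each of the 4 WT mice (log2 fold change 11.53, standard error 0.38, adjusted p = 1.59e-06, edgeR). Cst7 (chromosome 2, 150570415 to 150578944) encodes a cystatin and rose from 0.159 ± 0.105 to 5.77 ± 2.21 CPM (log2 fold change 5.12, standard error 0.45, adjusted p = 0.0019, edgeR). Itgax (chromosome 7, 128129547 to 128150657) encodes an integrin and rose from 0.391 ± 0.197 to 2.08 ± 0.725 CPM (log2 fold change 2.41, standard error 0.37, adjusted p = 0.042, edgeR). Itgax lost its call in 5 of the 8 fits that each left out a mouse.

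Of the 202 genes listed for this comparison in Dataset EV1, 199 could be matched to the files, and all 199 changed in the direction the list gives. Because the authors chose the list in the same mice, this shared direction is no independent evidence for these genes. The median absolute log2 fold change of the listed genes was 0.20 here and is 0.19 in the list. Of these 199 genes, 169 had an unadjusted p under 0.05, 3 passed the threshold with edgeR and 27 passed it with DESeq2. With DESeq2 in place of edgeR, 89 genes were differentially expressed in all, 48 up- and 41 down-regulated, and without the filter on low counts there were 110. The fit with the replicate number as a block gave 8 genes, 7 up- and 1 down-regulated, and deviations of mice with the same number correlated at a mean r of 0.00. Leaving out a mouse gave from 6 to 205 genes, and the 205 were found without placebo-treated APPPS1ΔE9 mouse 17. With Y-linked expression as a covariate, 4 genes passed, App, Prnp and Lamr1-ps1 among them. The log2 fold changes of the 8 genes that no longer passed were between 0.803 and 1.27 times their size without it. Only mouse 37 of the placebo-treated WT mice had Y-linked expression, so these sizes rest largely on it.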

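Families of genes were set by gene symbol before the data were examined, and each mouse was given the mean log2 CPM of a family. The gene sets behind the pathway analysis of the paper were not used here. Among pre-plaque mice, the mean over 85 oxidative phosphorylation genes was 5.79 ± 0.10 (SD, n = 4) in placebo-treated APPPS1ΔE9 and 5.97 ± 0.06 (SD, n = 4) in placebo-treated WT mice, a difference of -0.18 on the log2 scale. The values of the groups did not overlap (two-sided exact permutation test, p = 0.029, the smallest that 4 against 4 mice allow, and adjusted p = 0.13 over the 80 family comparisons of the whole experiment). With the median over the genes in place of the mean, the difference was -0.19 (exact permutation test, p = 0.057). The mean over 81 cytosolic ribosomal protein genes was lower by a similar amount, with a difference of -0.12 (exact permutation test, p = 0.057, adjusted p = 0.23). For 25 genes of tubulins, stathmins and dynein light chains, the difference was -0.10 (exact permutation test, p = 0.057, adjusted p = 0.23). Single genes of this family went both ways, 12 higher and 13 lower, with a median log2 fold change of -0.0015. For 26 genes of synaptic plasticity, among them Camk2a, Snap25, Gria1 and Bdnf, the mean was 9.06 ± 0.11 in APPPS1ΔE9 and 8.99 ± 0.07 in WT mice. This difference of 0.08 was within the spread between mice (exact permutation test, p = 0.26). Within-lane values of these differences cannot be given, since the groups were in different lanes.

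**Figure D2:**
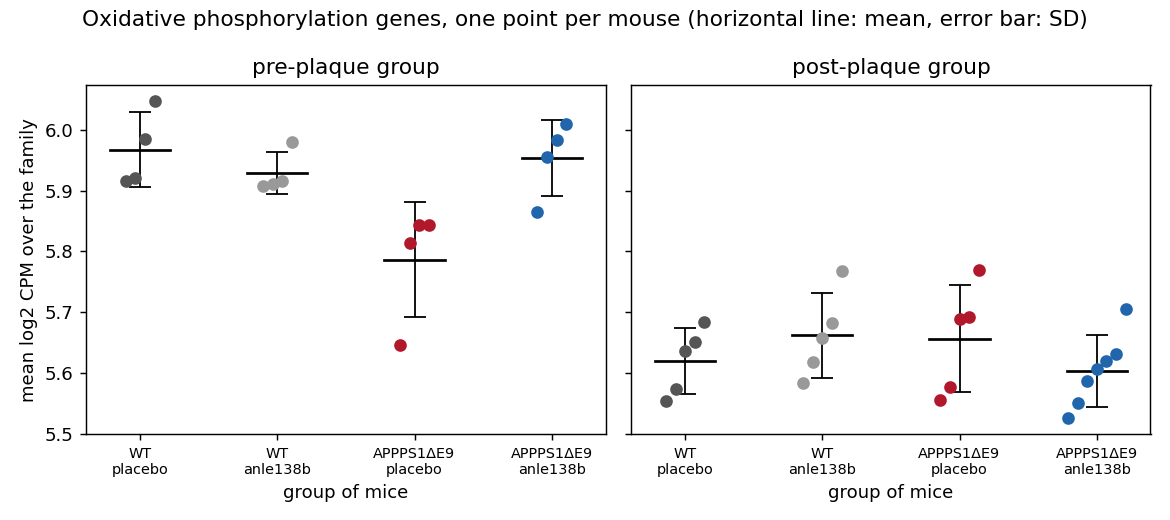
Mean log2 CPM (y axis) over the oxidative phosphorylation genes in each mouse, by group of mice (x axis), with the pre-plaque group on the left and the post-plaque group on the right; points are mice, horizontal lines are means and error bars are SD. In the pre-plaque group, the 4 placebo-treated APPPS1ΔE9 mice lie below every mouse of the other groups.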

Pathway analysis shows that down‐regulated genes are linked to reduced energy metabolism, mitochondria function, cytoskeleton integrity, and synaptic plasticity, while pathways linked to cell growth were increased (Fig 3B). These data are in line with previous reports of gene expression changes in AD (Benito *et al*, 2015; Matarin *et al*, 2015) and were confirmed via qPCR (Appendix Fig S3A).

**Figure 3:**
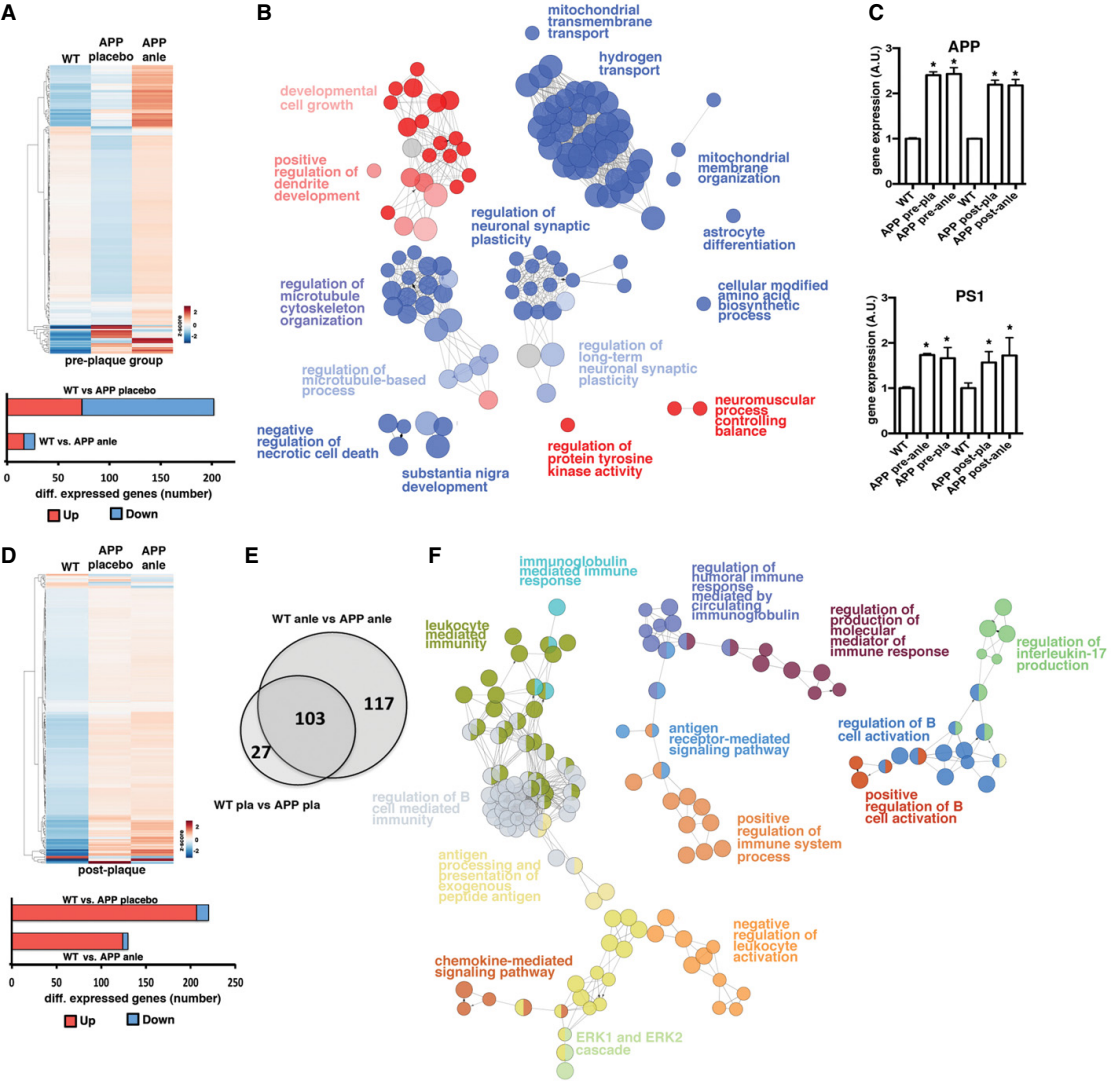
Hippocampal transcriptome analysis in anle138b‐treated mice Upper panel: Heat map showing differentially expressed genes in placebo‐treated WT (*n* = 4), placebo‐treated APPPS1ΔE9 mice (*n* = 4), and anle138b‐treated APPPS1ΔE9 mice (*n* = 4) of the pre‐plaque group. Note that a WT‐like gene expression profile is to a large extent reinstated in APPPS1ΔE9 mice upon treatment with anle138b. Lower panel: Bar graph showing the number of up and down‐regulated genes.Pathways down‐regulated (blue) or up‐regulated (red) in 6‐month‐old APPPS1ΔE9 mice when compared to age‐matched WT controls (pre‐plaque group; see Fig EV1).Expression of APP and PS1 genes in WT and APPPS1ΔE9 transgenic mice, placebo‐ or anle138b‐treated in pre‐ and post‐plaque groups. Note that anle138b treatment does not affect the expression level of APP or PS1. *Post hoc* analysis revealed a significantly increased expression of APP and PS1 in transgenic mice when compared to wild‐type mice (*P < 0.05). Error bars indicate SEM.Upper panel: Heat map showing differentially expressed genes in placebo‐treated WT (*n* = 4), placebo‐treated APPPS1ΔE9 mice (*n* = 5), and anle138b‐treated APPPS1ΔE9 mice (*n* = 5) of the post‐plaque group. Lower panel: Bar graph showing the number of up‐ and down‐regulated genes.Venn diagram showing that 10‐month‐old mice treated with placebo or anle138b show very similar changes in hippocampal gene expression (post‐plaque group; see Fig EV1).Pathway analysis based on the 103 genes commonly increased in placebo‐ and anle138b‐treated APPPS1ΔE9 mice at 10 months of age. Note that the pathways are exclusively linked to neuroinflammation.

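The genes of the heat map were taken from Dataset EV1 to measure this in the mice. For each mouse, the mean log2 CPM over the listed up-regulated genes minus the mean over the listed down-regulated genes was computed, without the genes set aside beforehand, App, Prnp and Lamr1-ps1 among them, which left 196 genes (70 up- and 126 down-regulated). In the placebo-treated mice, from which the list was made, APPPS1ΔE9 exceeded WT mice by 0.44. In the anle138b-treated mice, the score was -0.34 ± 0.11 (SD, n = 4) in APPPS1ΔE9 and -0.39 ± 0.09 (SD, n = 4) in WT mice. The difference of 0.05 was smaller than the spread between mice (two-sided exact permutation test, p = 0.54) and was 10.8% of that in placebo-treated mice. Because the list was chosen in the placebo-treated mice, its score in those mice is raised by the choice itself. For comparison, the 200 genes with the smallest p in the anle138b-treated mice kept 14.5% of their difference in the placebo-treated mice, and the 200 genes with the smallest p in the placebo-treated mice kept 20.2% in the anle138b-treated mice.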

Because anle138b restored LTP and spatial memory functions in pre‐plaque mice (see Fig 1), we hypothesized that the transcriptome of APPPS1ΔE9 mice treated with anle138b may more closely resemble that of wild‐type mice. Indeed, a wild‐type‐like gene expression profile is to a large extent reinstated in anle138b‐treated APPPS1ΔE9 and only 27 genes were deregulated when comparing wild‐type mice treated with anle138b vs. APPPS1ΔE9 mice treated with anle138b groups (Fig 3A). Thus, none of the pathways deregulated in response to amyloid pathology (Fig 3B) remained significant after anle138b treatment. Accordingly, no enrichment for any specific pathway could be detected. 

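Between anle138b-treated APPPS1ΔE9 and anle138b-treated WT mice of the pre-plaque group (n = 4 and 4), 8 of 17033 genes passed the threshold, 6 up- and 2 down-regulated. At an unadjusted p under 0.05 there were 961 genes. Besides App and Prnp, the genes with the largest changes and no overlap between the groups were Lamr1-ps1, Gm15610, Col6a5, Rpl29 and Tma7. Lamr1-ps1 had a log2 fold change of 9.91 (standard error 0.40, adjusted p = 3.70e-06, edgeR). Gm15610, a processed pseudogene on chromosome 5 (8971948 to 8972142) whose reads can be shared with its parent gene, had a log2 fold change of 5.95 (standard error 0.55, adjusted p = 0.00083, edgeR) at 0.998 ± 0.187 CPM against 0.0104 ± 0.0207 CPM (SD, n = 4). Col6a5 (chromosome 9, 105856078 to 105960643) rose from 2.35 ± 0.475 to 7.00 ± 0.751 CPM (log2 fold change 1.56, adjusted p = 0.0018, edgeR). Rpl29 (chromosome 9, 106429454 to 106431568), a ribosomal protein gene that can share reads with pseudogene copies, had a log2 fold change of -0.93 (adjusted p = 0.0087, edgeR). Tma7 (chromosome 9, 109074568 to 109082587) had a log2 fold change of -0.64 (adjusted p = 0.0020, edgeR). All 27 genes listed for this comparison in Dataset EV1 changed in the listed direction, and 7 of them passed the threshold. This list too was chosen in the same mice, so the shared direction is no independent evidence.

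DESeq2 in place of edgeR gave 42 genes. The fit with the replicate number as a block gave 13 genes, 10 up- and 3 down-regulated, and mice with the same number deviated together at a mean r of 0.21. Leaving out a mouse gave from 9 to 44 genes. The difference between this comparison and that of the placebo-treated mice was tested as an interaction of genotype and treatment, in which 0 genes passed the threshold and 1390 had an unadjusted p under 0.05. For the interaction, DESeq2 gave 28 genes, and leaving out a mouse gave from 0 to 22, the 22 without placebo-treated APPPS1ΔE9 mouse 17. From the heat map and the number of genes deregulated after treatment, the paper concludes that a WT-like expression profile is largely reinstated in anle138b-treated APPPS1ΔE9 mice.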

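In the anle138b-treated mice of the pre-plaque group, the mean over the oxidative phosphorylation genes was 5.95 ± 0.06 (SD, n = 4) in APPPS1ΔE9 and 5.93 ± 0.03 (SD, n = 4) in WT mice, a difference of 0.03 within the spread between mice (two-sided exact permutation test, p = 0.51). The differences were -0.01 for cytosolic ribosomal proteins (exact permutation test, p = 0.77), -0.02 for tubulins, stathmins and dynein light chains (exact permutation test, p = 0.80) and 0.03 for synaptic plasticity (exact permutation test, p = 0.40). These tests did not use the replicate number, although same-numbered mice deviated together here (mean r 0.21). For 17 genes of plaque-associated microglia, the mean was 3.93 ± 0.08 in APPPS1ΔE9 and 3.45 ± 0.15 in WT mice. This difference of 0.47 separated all 4 APPPS1ΔE9 from all 4 WT mice (exact permutation test, p = 0.029, the smallest possible, adjusted p = 0.13). With the median over the genes it was 0.36 (exact permutation test, p = 0.23). Complement, Fc receptor, Toll-like receptor and chemokine ligand genes differed by 0.10 (exact permutation test, p = 0.37), reactive astrocyte genes by -0.19 (exact permutation test, p = 1.00) and homeostatic microglia genes by 0.06 (exact permutation test, p = 0.51). The negative sign for reactive astrocytes came from WT mouse 39, at 6.24. The other WT mice were at 4.79 to 4.91, below the 4.94 to 5.05 of the APPPS1ΔE9 mice.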

The possibility remained that anle138b treatment may simply reduce the expression levels of the APP and PS1 transgenes specifically in APPPS1ΔE9. However, the RNA‐seq data showed that APP and PS1 are increased in placebo‐treated APPPS1ΔE9 mice when compared to placebo‐treated wild‐type mice (see Dataset EV1). Similarly, APP and PS1 transgenes were elevated in anle138b‐treated APPPS1ΔE9 mice compared to anle138b‐treated wild‐type mice (see Dataset EV1). These data were confirmed via qPCR showing that the expression of APP and PS1 transgenes is similar in placebo‐ and anle138b‐treated APPPS1ΔE9 mice (Fig 3C); the gene expression data are in line with the electrophysiological and behavioral findings. It also shows that in the pre‐plaque group, anle138b treatment reinstates cellular homeostasis in the hippocampus of APPPS1ΔE9 mice.

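App (chromosome 16 of GRCm38, 84949685 to 85173766) is the mouse gene, and reads of a transgene that match the mouse sequence are counted on it. In the pre-plaque group, App was at 4075 ± 260 CPM (SD, n = 4) in placebo-treated APPPS1ΔE9 and at 1698 ± 76.8 CPM in placebo-treated WT mice (log2 fold change 1.26, standard error 0.07, adjusted p = 1.59e-06, edgeR). At the later age, App was at 3554 ± 211 CPM (SD, n = 5) against 1649 ± 66.5 CPM (log2 fold change 1.11, standard error 0.06, adjusted p = 1.16e-05, edgeR). Prnp (chromosome 2, 131909928 to 131938429) rose as well, with log2 fold changes of 1.28 (adjusted p = 1.59e-06, edgeR) and 1.29 (adjusted p = 5.85e-06, edgeR). Lamr1-ps1 was at 7.22 CPM or more in each APPPS1ΔE9 mouse of both cohorts and at 0.0563 CPM or less in each WT mouse. Reads shared with other gene copies would be found in WT mice too, so these values argue against them as its source. Prnp and Lamr1-ps1 were set aside beforehand with App as genes on which transgene reads can be counted. Their rise is therefore not read as a response of the mouse genes.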

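In the anle138b-treated mice of the pre-plaque group, App was at 3733 ± 331 CPM (SD, n = 4) in APPPS1ΔE9 and at 1695 ± 31.3 CPM in WT mice (log2 fold change 1.14, standard error 0.07, adjusted p = 2.26e-05, edgeR). Treated post-plaque mice had App at 3852 ± 229 CPM (SD, n = 7) against 1637 ± 126 CPM (log2 fold change 1.23, standard error 0.06, adjusted p = 4.97e-07, edgeR). When anle138b- and placebo-treated APPPS1ΔE9 mice were compared directly, App differed by -0.13 (standard error 0.08, adjusted p = 0.49, edgeR) on the log2 scale in the pre-plaque group. Among post-plaque mice, App was higher by 0.12 in anle138b-treated mice (standard error 0.06, adjusted p = 0.999, edgeR; two-sided exact permutation test of this gene alone, p = 0.037).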

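The direct comparison of anle138b- with placebo-treated APPPS1ΔE9 mice of the pre-plaque group (n = 4 and 4) gave 9 of 17009 genes past the threshold, 4 up- and 5 down-regulated. At an unadjusted p under 0.05 there were 2233 genes. DESeq2 gave 205 genes, the fit over all 4 groups of the cohort gave 3, and the fit with the replicate number as a block gave 10. Mice with the same number did not deviate together (mean r -0.03). Without placebo-treated mouse 17, 317 genes passed. The oxidative phosphorylation mean was higher by 0.15 in anle138b-treated mice, and every anle138b-treated mouse exceeded every placebo-treated mouse (two-sided exact permutation test, p = 0.029, adjusted p = 0.13). For cytosolic ribosomal proteins the difference was 0.10 (exact permutation test, p = 0.057). For tubulins, stathmins and dynein light chains it was 0.10 (exact permutation test, p = 0.029, adjusted p = 0.13). The means were lower in treated mice by 0.40 for plaque-associated microglia and by 0.28 for reactive astrocytes (exact permutation tests, each p = 0.029, adjusted p = 0.13). Complement, Fc receptor, Toll-like receptor and chemokine ligand genes differed by -0.18 (exact permutation test, p = 0.23). Placebo- and anle138b-treated APPPS1ΔE9 libraries were in lanes 5 and 6, so the lane and the treatment cannot be told apart here.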

We next analyzed hippocampal gene expression in the post‐plaque group (Fig EV1). 

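The post-plaque group had 5 placebo-treated WT, 5 anle138b-treated WT, 5 placebo-treated APPPS1ΔE9 and 7 anle138b-treated APPPS1ΔE9 mice in the files. The legend of Fig 3D gives 4 placebo-treated WT, 5 placebo-treated and 5 anle138b-treated APPPS1ΔE9 mice. The text and Dataset EV1 do not name the mice, so all were used. Total counts ranged from 15847985 to 27273116 in placebo-treated WT mice (median 24119429) and from 23515848 to 26994079 in anle138b-treated WT mice (median 24679657). They ranged from 21605731 to 26907473 in placebo-treated APPPS1ΔE9 mice (median 24500287) and from 22152513 to 29878957 in anle138b-treated APPPS1ΔE9 mice (median 24211014). Placebo-treated WT libraries were in lanes 3 (4 mice) and 4 (1 mouse), anle138b-treated WT libraries in lane 4, placebo-treated APPPS1ΔE9 libraries in lane 5 and anle138b-treated APPPS1ΔE9 libraries in lanes 5 (1 mouse) and 6 (6 mice). No lane held WT and APPPS1ΔE9 libraries of this cohort together.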

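Of 16971 tested genes, 55 passed the threshold between placebo-treated APPPS1ΔE9 and placebo-treated WT mice (n = 5 and 5), and all were up-regulated. At an unadjusted p under 0.05 there were 696 genes. Lamr1-ps1, Cst7 and Clec7a had the largest changes among the genes without overlap between the groups. Lamr1-ps1 had a log2 fold change of 11.25 (standard error 0.60, adjusted p = 0.0010, edgeR). Cst7 rose from 0.162 ± 0.0516 to 13.0 ± 4.65 CPM (SD, n = 5; log2 fold change 6.33, standard error 0.33, adjusted p = 6.31e-06, edgeR). Clec7a (chromosome 6 of GRCm38, 129461591 to 129472779), annotated as a polymorphic pseudogene, rose from 0.619 ± 0.210 to 7.10 ± 1.60 CPM (log2 fold change 3.49, standard error 0.24, adjusted p = 7.33e-05, edgeR). Of the 130 genes listed for this comparison in Dataset EV1, every gene that was tested changed in the listed direction. As the list came from the same experiment, this is no independent evidence. Of the 55 genes, 53 are in that list. DESeq2 in place of edgeR gave 113 genes, all but 5 of them up-regulated. The fit with the replicate number as a block gave 25 genes, and mice with the same number deviated together at a mean r of 0.05. With Y-linked expression as a covariate there were 15 genes, and with each mouse left out in turn from 37 to 67.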

When comparing WT placebo and APPPS1ΔE9 placebo mice, we found 130 differentially expressed genes of which the majority (124) were up‐regulated (Fig 3D), a finding confirmed via qPCR (Appendix Fig S3A). 

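Between anle138b-treated APPPS1ΔE9 and anle138b-treated WT mice of the post-plaque group (n = 7 and 5), 124 of 17151 genes passed the threshold, of which all but 5 were up-regulated, and 992 had an unadjusted p under 0.05. The 3 up-regulated genes with the largest changes and no overlap between the groups were Lamr1-ps1 (log2 fold change 11.51), Cst7 (6.14) and Itgax (3.65). Itgax was at 5.27 ± 1.26 CPM (SD, n = 7) against 0.415 ± 0.188 CPM (SD, n = 5; adjusted p = 6.44e-05, edgeR). Of the genes that fell, the largest changes without overlap were those of Gm6180, Gm13341 and Gm45809. Gm6180 is a processed pseudogene on chromosome 8 (42246911 to 42247408) whose reads can be shared with its parent gene, and it fell from 0.727 ± 0.100 to 0.300 ± 0.0565 CPM (log2 fold change -1.26, adjusted p = 0.0060, edgeR). Gm13341 (log2 fold change -0.87, adjusted p = 0.053, edgeR) and Gm45809 (log2 fold change -0.61, adjusted p = 0.086, edgeR) lost their calls in 9 and 11 of the 12 fits that each left out a mouse. The text of the paper gives 220 genes for this comparison. The title of the list of 220 in Dataset EV1 names WT mice without a treatment, and the legend of Fig 3D names only placebo-treated WT mice. The list was not compared with placebo-treated WT mice here. Of its 220 genes, 207 were tested, all 207 changed in the listed direction and 115 passed the threshold. The list came from the same experiment, so shared direction is no independent evidence. DESeq2 gave 188 genes, 177 up- and 11 down-regulated. The fit with the replicate number as a block gave 20 genes, and mice with the same number deviated together at a mean r of 0.15. The count was 77 at an adjusted p under 0.05, 265 with Y-linked expression as a covariate, and between 63 and 151 with each mouse left out.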

The comparison of anle138b‐treated WT and anle138b‐treated APPPS1ΔE9 mice revealed 220 differentially expressed genes, 207 up‐regulated, and 13 down‐regulated (Fig 3D). Around half of these, 103 were also deregulated in the comparison WT placebo vs. APPPS1ΔE9 placebo (Fig 3E), a finding confirmed via qPCR (Appendix Fig S3B). 

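The genotype comparisons of the post-plaque group shared 51 genes under placebo and anle138b, all up-regulated in both. Without the genes set aside beforehand, App, Prnp and Lamr1-ps1 among them, 51 genes passed the threshold under placebo. All 51 changed in the same direction under anle138b, with a median log2 fold change of 1.04 under placebo and 0.98 under anle138b. Of the 116 genes that passed under anle138b and were also tested under placebo, likewise without them, 113 changed in the same direction under placebo and 104 had an unadjusted p under 0.05 there. DESeq2 gave 88 shared genes, the fits with the replicate number as a block (mean r of same-numbered mice 0.05 and 0.15) gave 10, and those with Y-linked expression as a covariate gave 14.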

Pathway analysis revealed that gene expression changes almost exclusively represent an induction of neuroinflammatory processes (Fig 3F) in response to the APP and PS1 transgenes and this induction is not changed by treatment with anle138b. These data suggest that anle138b treatment does not have a major impact on inflammatory processes when given at a stage of advanced amyloid pathology. 

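The mean over 17 plaque-associated microglia genes, among them Cst7, Clec7a, Itgax, Tyrobp and Trem2, was 4.64 ± 0.25 (SD, n = 5) in placebo-treated APPPS1ΔE9 and 3.31 ± 0.18 (SD, n = 5) in placebo-treated WT mice of the post-plaque group. The difference was 1.34, and no value of a group reached the other (two-sided exact permutation test, p = 0.0079, the smallest possible, adjusted p = 0.13). In anle138b-treated mice the difference was 1.53 (exact permutation test, p = 0.0013, adjusted p = 0.10). The mean over 32 genes of complement, Fc receptors, Toll-like receptors and chemokine ligands was higher by 0.58 under placebo (exact permutation test, p = 0.0079) and by 0.71 under anle138b (exact permutation test, p = 0.0025). Reactive astrocyte genes differed by 0.61 (exact permutation test, p = 0.016) and 0.52 (exact permutation test, p = 0.021). Homeostatic microglia genes differed by 0.29 (exact permutation test, p = 0.016) and 0.37 (exact permutation test, p = 0.0076). Oxidative phosphorylation genes differed by 0.05 under placebo (exact permutation test, p = 0.33) and by -0.06 under anle138b (exact permutation test, p = 0.17), within the spread between mice. Trem2 rose with log2 fold changes of 1.24 (adjusted p = 0.0083, edgeR) and 1.47 (adjusted p = 0.0031, edgeR), and Tyrobp with 1.40 (adjusted p = 0.00021, edgeR) and 1.38 (adjusted p = 0.0013, edgeR). From the pathways of the genes changed in both treatments, the paper concludes that the changes are almost exclusively neuroinflammatory and that anle138b does not change this induction.

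**Figure D3:**
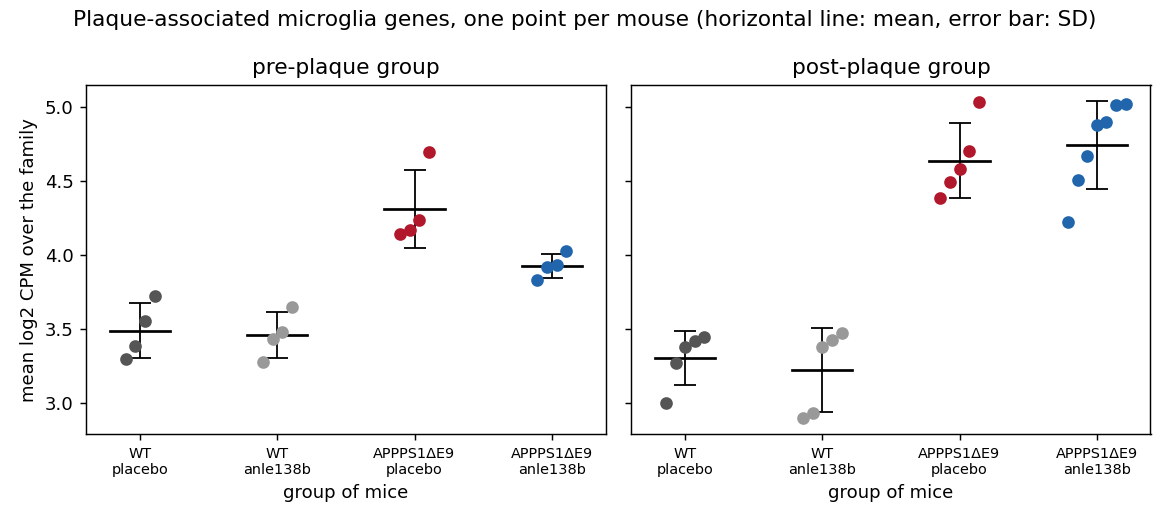
Mean log2 CPM (y axis) over the plaque-associated microglia genes in each mouse, by group of mice (x axis), with the pre-plaque group on the left and the post-plaque group on the right; points are mice, horizontal lines are means and error bars are SD. In either cohort, every APPPS1ΔE9 mouse lies above every WT mouse.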

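In the direct comparison of anle138b-treated (n = 7) with placebo-treated (n = 5) APPPS1ΔE9 mice of the post-plaque group, 0 of 17110 genes passed the threshold and 254 had an unadjusted p under 0.05. The count stayed at 0 under each of the alternative settings tried and with each mouse left out, the fit with the replicate number as a block included. Another split of these mice gave 5754 genes, with Mbp between 1278 and 2463 CPM on one side and between 2438 and 2920 CPM on the other. No setting adjusted for this variation between mice, and no counts were simulated for these groups. Changes by treatment are therefore not ruled out. Same-numbered mice deviated in opposite directions rather than together (mean r -0.25). The plaque-associated microglia mean differed by 0.11 (two-sided exact permutation test, p = 0.53) and that of complement, Fc receptors, Toll-like receptors and chemokine ligands by 0.10 (exact permutation test, p = 0.49), both within the spread between mice. The effect of genotype on the microglia mean was larger by 0.19 under anle138b than under placebo, which was not distinguishable from 0 (two-sided permutation test of treatment labels within genotype, p = 0.39). Treated and placebo libraries shared only lane 5, which held 1 treated mouse, so no within-lane value can be given.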

Since anle138b treatment nevertheless reinstated hippocampal synaptic plasticity and also partially restored memory function, these findings indicate that the therapeutic efficacy of anle138b is most likely not solely due to the dampening of amyloid‐induced inflammation.

A previous study reported that anle138b exhibits therapeutic effect in TauP301S mice, a mouse model for Tau pathology (Wagner *et al*, 2015). Taking into account that Tau and amyloid pathology represent the two major causative factors for AD, we wondered if anle138b would affect brain homeostasis as measured by hippocampal gene expression also in TauP301S mice. To this end, we obtained hippocampal brain tissue from the same experiment using anle138b or vehicle‐treated wild‐type and TauP301S mice as described by Wagner *et al* (2015). The experimental design employed by Wagner *et al* is similar to our pre‐plaque group, since anle138b was feed to mice upon weaning. Similar to our data, feeding anle138b to wild‐type mice had a neglectable effect on hippocampal gene expression when compared to vehicle fed wild‐type mice (Appendix Fig S4, Dataset EV1). The comparison of vehicle‐treated wild‐type to vehicle‐treated TauP301S mice revealed 257 differentially expressed genes that mainly represent increased pathways linked to neuroinflammation (Appendix Fig S4). Of note, this gene expression signature was significantly ameliorated in anle138b‐treated TauP301S mice and only 16 genes were differentially expressed when comparing vehicle‐ vs. anle138b‐treated TauP301S mice (Appendix Fig S4). These data allow for a number of interesting conclusions. First, at the hippocampal gene expression level, the overexpression of the human Tau gene carrying the P301S mutation leads to inflammatory response but in contrast to the data observed in APPPS1ΔE9 mice has very limited impact on the expression of genes linked to synaptic plasticity and learning and memory. Second, treatment with anle138b in TauP301S mice ameliorates the gene expression changes, at least when treatment is initiated before the onset of pathology, further confirming that treatment with anle138b helps to reinstate hippocampal homeostasis.

Given that anle138b was shown to counter aggregation in models for α‐synuclein and prion toxicity (Wagner *et al*, 2013), it is likely that at least part of the therapeutic effect observed in this study is due to anle138b interfering with amyloid aggregation. To test this hypothesis, we prepared brain slices for histochemical analysis. We used thioflavin S, a common stain to quantify Aβ plaques (Fig 4A). We first assayed the amyloid plaques pathology in the hippocampus and cortex in the pre‐plaques group. Since no amyloid pathology was detectable in WT mice, these mice served as negative control. We observed a significant reduction in the number of plaques and the total area covered by plaques in anle138b‐treated mice (Fig 4A and B). Similar results were obtained when we analyzed plaque load in the post‐plaques group (Fig 4B and C), although the pathology was generally more severe in the post‐plaque group. Thus, oral administration of anle138b reduces amyloid pathology when given before or after the onset of pathology.

**Figure 4:**
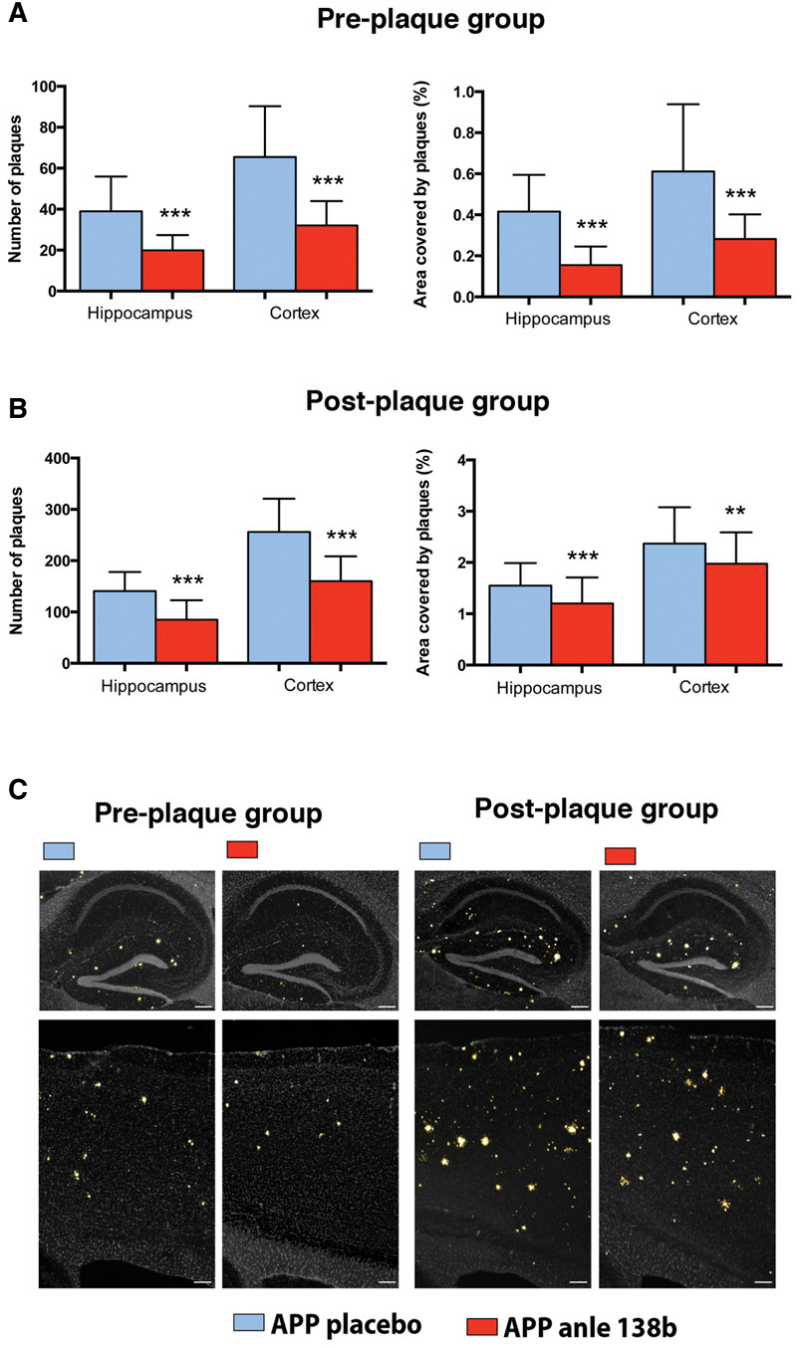
Amyloid plaque pathology is ameliorated by anle138b treatment in the pre‐plaque (A) and post‐plaque (B) groups Reduced amyloid pathology as indicated by reduced number of plaques (left panel) and reduced area covered by plaques (right panel) in the pre‐plaque group (*t*‐test ***P = 0.00003; *n* = 5/group).Reduced amyloid pathology as indicated by reduced number of plaques (left panel) and reduced area covered by plaques in the post‐plaque group (*t*‐test ***P = 0.00007, **P = 0.005; *n* = 5/group).Representative images showing thioflavin S staining in the hippocampus and cortex of mice of the pre‐ and post‐plaque groups. Scale bar = 200 μm.Data information: Error bars indicate SEM.

### Biophysical characterization of Aβ in the presence of anle138b

To better understand the mechanisms that underlie the therapeutic effect of anle138b, we analyzed its impact on Aβ‐induced pore formation (Arispe *et al*, 1993). To this end, we employed black lipid membranes (BLM) using a mixture of POPE and DOPS in a 1:1 ratio or oxidized cholesterol/n‐decane, an assay in which the current passing through a membrane is a measure of membrane integrity (Appendix Fig S5A). We first established that the conductance and the morphology of POPE and DOPS lipids, as measured by atomic force microscopy (AFM), lipid bilayers are not affected in the presence of anle138b or Aβ peptides (Appendix Fig S6).

When we examined the effect of Aβ_1–42_ in DOPS/POPE (1:1) membranes, we observed a stepwise growth of bulk membrane conductance. Such activity is indicative of the combined action of many individual pores (Fig 5A). Pore “stacking” is likely the result of prolonged open lifetimes and the formation and/or opening of additional conducting pores. Anle138b‐doped membranes demonstrated fewer simultaneously active pores and significantly reduced bulk conductance (Fig 5A and B, Appendix Fig S5) compared to membranes lacking the anle138b compound (Fig 5A and B, Appendix Fig S5). Our results indicate that treatment with anle138b alters the pore dynamics, resulting in less stable and shorter lived “open” pores. Decreased pore stability leads to a reduction in the total number of simultaneously conducting pores and significantly decreased conductance across the membrane. AFM data revealed that anle138b treatment did not affect the surface structure of Aβ_1‐42_ pores (Fig EV2), suggesting that anle138b does not simply prevent Aβ_1‐42_ from entering lipid bilayer membranes and forming pores. Rather anle138b appears to render conducting Aβ pores to non‐conducting ones—likely through structural change to the membrane embedded region of Aβ_1–42_—thereby providing one possible mechanism by which anle138b ameliorates LTP and learning deficits in APPPS1ΔE9 mice. Similar effects were observed when the conductance measurements were repeated in oxidized cholesterol (Appendix Fig S5B).

**Figure 5:**
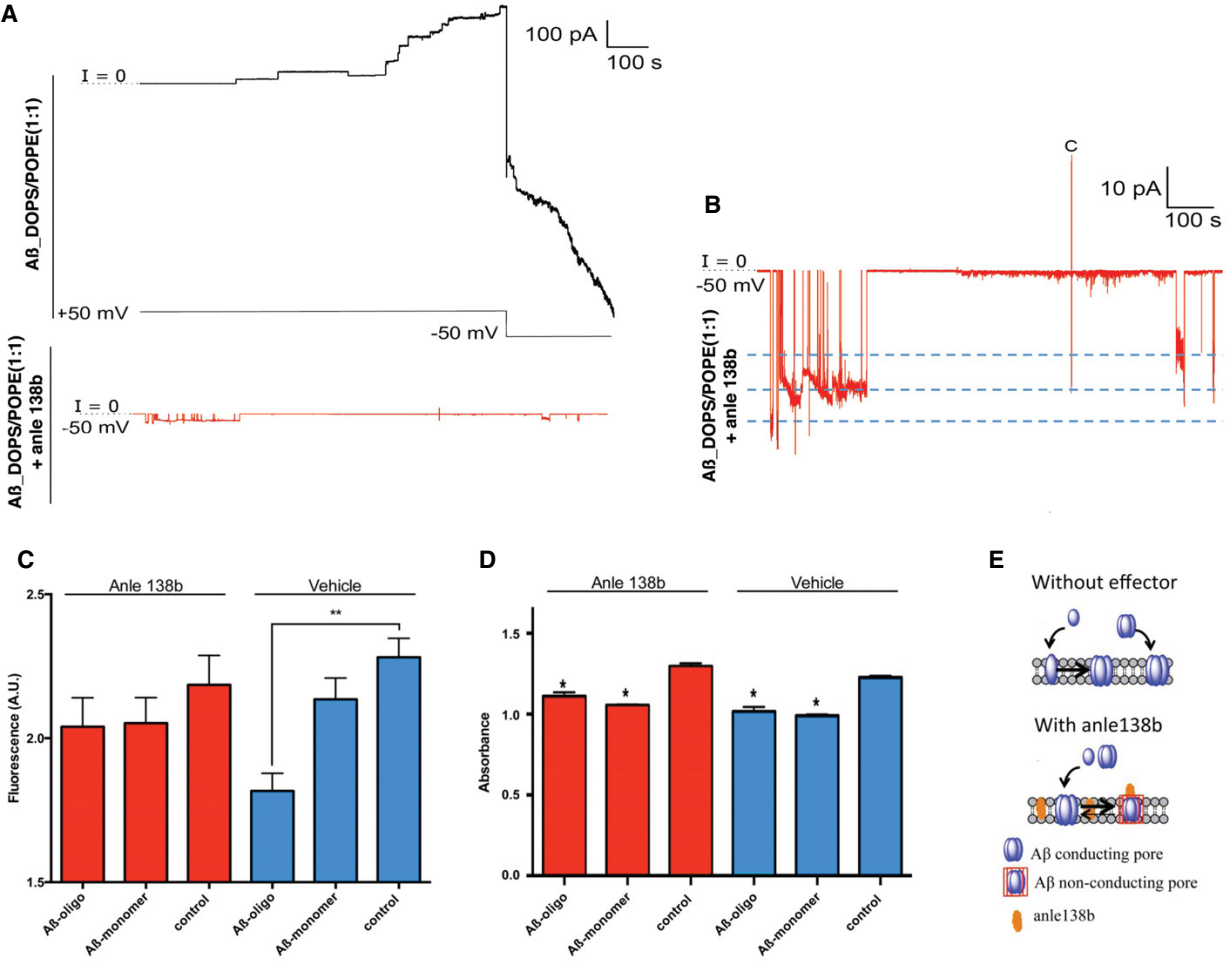
Anle138b ameliorates Aβ_1‐40_ and Aβ_1‐42_‐induced membrane integrity Aβ_1‐42_ induces pore‐like step ionic current increases across lipid bilayer membranes and grows with inverted sign after voltage inversion to amplifier saturation current. In the presence of anle138b, the current remains at low amplitude and does not increase beyond 30 pA.Expanded trace of anle138b‐treated membrane presented in (A). Discreet conductance levels are highlighted suggesting multiple opening and closing events for three individual pores.Hippocampal neurons (DIV 10) were treated with anle138b (1 μM) or vehicle before Aβ_1‐40_ oligomers or monomers were added (10 μM, *n* = 4/group). After 48 h, membrane integrity was measured as fluorescence intensity using a CyQUANT assay (Thermo Fisher). In the vehicle group, membrane integrity was significantly impaired when treated with Aβ oligomers comparing with control neurons or Aβ monomer‐treated neurons, anle138b‐treated neurons did not exhibit a difference between addition of Aβ monomers or Aβ oligomers (*t*‐test, **P = 0.007).Same experimental setting as in (C) but cell viability was measured using the MTT assay (*t*‐test, *P = 0.002 vs. control). No difference in cell viability was observed for Aβ monomer or oligomer treatment in the absence or presence of anle138b.Schematic of potential mechanisms of activity inhibition for anle138b. In the absence of anle138b, Aβ monomers and/or oligomers insert in the membrane and form conducting pores. Treatment with anle138b renders these conductive channels inactive most probably due to reduced life time of the open state.Data information: Error bars indicate SEM.

**Figure EV2:**
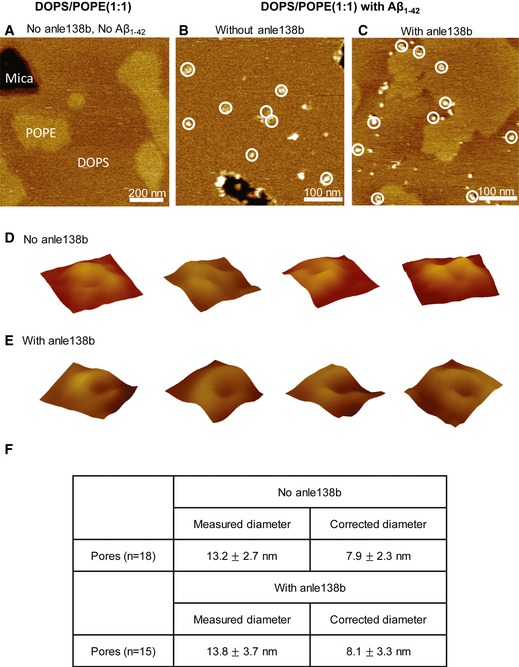
Observation of Aβ pores by AFM in anle138b‐doped membranes AFM tapping mode images showing similar pore structures in membranes with and without anle138b. 
APOPE/DOPS (1:1) membranes without compound and not exposed to Aβ_1‐42_ showing lateral phase separation. Scale bar is as indicated and *z* scale is 5 nm.BMembrane with the same lipid composition as in (A) without compound reconstituted with Aβ_1‐42_ at a 1:60 peptide/lipid molar ratio. White circles represent the position of pore‐like structures. Scale bar is 100 nm and *z* scale is 5 nm.CMembrane with the same lipid composition as above with anle138b (10 mM with respect to lipid volume) and reconstituted with Aβ_1‐42_ (1:60 peptide/lipid molar ratio). White circles represent the position of pore‐like structures. Scale bar is 100 nm and *z* scale is 5 nm.D, EFour representative pores extracted from (B) and (C), respectively. Image size is 23.4 nm × 23.4 nm.FTable summarizing that Aβ pores show the same dimension in the presence or absence of anle138b. Values are represented as average ±SD.

To provide *in vivo* evidence for pore formation, we treated primary hippocampal neurons with Aβ_1‐40_ monomers or oligomers in the absence or presence of anle138b and assayed membrane integrity. While the addition of Aβ_1‐40_ oligomers but not Aβ_1‐40_ monomers significantly damaged membrane integrity, this effect was reversed by anle138b (Fig 5C). This restoration is not simply due to an anle138b‐mediated reduction in cell death, since the cell viability of hippocampal neurons measured in the MTT assay was identically affected by Aβ_1‐40_ monomer and oligomer treatment in our experimental setting (Fig 5D). In this context, it is important to state that different protocols for Aβ treatment of neurons have been used to study various effects of Aβ on neuronal plasticity and integrity. The concentration of Aβ oligomers employed in our study is within the range of these studies. Nevertheless, such data always need to be interpreted with care since a cell culture system cannot not fully recapitulate the situation observed in human patients. Interestingly, anle138b treatment was also able to ameliorate the effect of toxic Aβ species on membrane integrity if added after neurons had been incubated with Aβ oligomers and already exhibited impaired viability, which is in line with our data showing that anle138b completely ameliorated LTP and partially restored memory defects in the post‐plaque group (Appendix Fig S7A and B). We also employed another experimental system to test the effect of Aβ_1‐42_ oligomers and anle138b on biological membranes. To this end, we employed the cytochrome release assay (CRA) on isolated mitochondria that were exposed to either α‐synuclein, tau, or Aβ_1‐42_ oligomer in the presence or absence on anle138b. Our data reveal a substantial damage to mitochondrial membranes in all conditions that is attenuated by anle138b (Appendix Fig S7C), suggesting that anle138b has general effect on membrane integrity.

## Discussion

In this work, we investigated the effect of anle138b in the established APPPS1ΔE9 mouse model of AD. The APPPS1ΔE9 mouse model is characterized by dysfunction of neurons and detected by memory decline after 4 months and severe plaques formation after 6 months (Kummer *et al*, 2014). The most important findings of the present study were that anle138b treatment completely restored hippocampal LTP in the pre‐ and post‐plaque groups of APPPS1ΔE9 mice. In line with this observation, spatial reference memory was fully or partially restored in the pre‐ and post‐plaque groups, respectively. There have been numerous pre‐clinical studies aiming to restore synaptic plasticity and memory function in mouse models for amyloid pathology. These range from therapeutic approaches that aim to modulate causative factors including Aβ‐toxicity via antibody‐based therapies (Selkoe & Hardy, 2016), small molecules that modulated APP processing (Vassar *et al*, 2014), small molecules that are thought to target toxic amyloid species directly (Doig & Derreumaux, 2015) to symptomatic treatments not directly targeted toward amyloids (Fischer, 2016). Anle138b belongs to the first category. Its therapeutic effect resembles that of other small molecule drugs. For example, epigallocatechin gallate (EGCG) was shown to affect Aβ toxicity by redirecting toxic Aβ‐structures into off‐pathway oligomers (Ehrnhoefer *et al*, 2008; Bieschke *et al*, 2010). This agent was able to ameliorate spatial memory deficits in APP mice after the onset of amyloid deposition (Liu *et al*, 2014). In this context, it is interesting to note that when administered via dry food anle138b was previously found to be taken up to reach levels of 100 μM in the brain (Wagner *et al*, 2015). Anle138b metabolites are very hydrophilic, and they were detected in multiple organs but were absent in brain (Wagner *et al*, 2013). This indicates that anle138b is not metabolized in the brain. Anle138b was also found to be non‐toxic in mice up to a dose of 2 g/kg. Mice receiving similar concentrations of anle138b as used in our study lived without any detectable toxicity, even when the drug was given longer than a year (Wagner *et al*, 2013). Also in our study, no negative or positive effects of anle138b on WT mice were observed.

In addition to the restoration of hippocampal LTP and spatial reference memory, we also observed restoration of physiological, wild‐type‐like gene expression profile in the pre‐plaque group, indicating that hippocampal cells reinstate homeostasis. 

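Of the 12 genes that passed the threshold in the placebo-treated pre-plaque mice, 8 were left without the genes set aside beforehand, App, Prnp and Lamr1-ps1 among them, and all 8 were up-regulated. Their mean log2 CPM was 1.56 ± 0.34 (SD, n = 4) in anle138b-treated APPPS1ΔE9 and 0.50 ± 0.19 (SD, n = 4) in anle138b-treated WT mice, which did not serve to choose the genes. The difference of 1.06 separated all mice of the groups (two-sided exact permutation test, p = 0.029, the smallest possible) and was 59.6% of the difference of 1.78 between the placebo-treated groups. With each mouse left out in turn, the difference ranged from 0.20 to 2.92. Where a placebo-treated mouse was left out, the genes were chosen again. Chosen genes that fall are subtracted, so such values need not measure the same signature. The 2.92 was found without placebo-treated WT mouse 37, whose Xist was at 1.40 CPM. The part of sex-linked genes in it was not tested.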

In APPPS1ΔE9 mice that received normal chow, genes linked to metabolic function and neuronal plasticity were markedly down‐regulated. 

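At the level of single genes, 0 oxidative phosphorylation genes passed the threshold between placebo-treated APPPS1ΔE9 and WT mice of the pre-plaque group. Of 85 tested, 77 had a lower and 8 a higher mean in APPPS1ΔE9 mice, with a median log2 fold change of -0.15, and 38 of the lower ones had an unadjusted p under 0.05. Of 26 synaptic plasticity genes, 5 were lower and 21 higher, with a median log2 fold change of 0.10, and 2 of the lower and 3 of the higher ones had an unadjusted p under 0.05. Genes of a family are not independent replicates, so these counts describe the 8 mice.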

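The effect of genotype on the oxidative phosphorylation mean of the pre-plaque group differed between treatments by 0.21 on the log2 scale (two-sided permutation test of treatment labels within genotype, p = 0.0045, adjusted p = 0.067 over 30 such tests). For cytosolic ribosomal proteins, the effect differed by 0.12 (permutation test, p = 0.046, adjusted p = 0.28). For synaptic plasticity genes, it differed by -0.04 (permutation test, p = 0.57), and for tubulins, stathmins and dynein light chains by 0.08 (permutation test, p = 0.39). The effect differed by -0.35 for plaque-associated microglia (permutation test, p = 0.062, adjusted p = 0.31), by -0.59 for reactive astrocytes (permutation test, p = 0.097, adjusted p = 0.36) and by -0.19 for complement, Fc receptor, Toll-like receptor and chemokine ligand genes (permutation test, p = 0.18). The reactive astrocyte value was enlarged by anle138b-treated WT mouse 39, at 6.24 against 4.79 to 4.91 in the others of its group. With offsets for GC content and gene length, the p was 0.0078 for oxidative phosphorylation and 0.25 for cytosolic ribosomal proteins (permutation tests). Neither choroid plexus in the tissue nor sex-linked expression was adjusted for in these tests. Placebo-treated WT, placebo-treated APPPS1ΔE9 and anle138b-treated APPPS1ΔE9 libraries were in lanes 4, 5 and 6. The anle138b-treated WT mice of lane 5 had oxidative phosphorylation means of 5.98 and 5.91, above all placebo-treated APPPS1ΔE9 mice of that lane, while lane 6 held no other group of this cohort.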

Feeding with anle138b‐containing chow completely reversed this effect on gene expression. 

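In the pre-plaque group, the mean over the plaque-associated microglia genes was 4.32 ± 0.26 (SD, n = 4) in placebo-treated APPPS1ΔE9 and 3.49 ± 0.18 (SD, n = 4) in placebo-treated WT mice. The difference of 0.83 separated all mice of the groups (two-sided exact permutation test, p = 0.029, the smallest possible, adjusted p = 0.13). With the median over the genes it was 0.66 (exact permutation test, p = 0.086). Complement, Fc receptor, Toll-like receptor and chemokine ligand genes were higher by 0.30 and reactive astrocyte genes by 0.40 (exact permutation tests, each p = 0.029, adjusted p = 0.13). Homeostatic microglia genes differed by 0.14 (exact permutation test, p = 0.14). Of the 12 genes past the threshold, Clec7a had a log2 fold change of 2.26 (adjusted p = 0.038, edgeR), Ccl3 (chromosome 11, 83647844 to 83649355) of 1.72 (adjusted p = 0.036, edgeR) and Ccl6 (chromosome 11, 83587882 to 83593087) of 1.09 (adjusted p = 0.036, edgeR). Clec7a and Ccl3 lost their calls in 5 and Ccl6 in 4 of the 8 fits that each left out a mouse. Trem2 and Tyrobp were higher by 0.72 and 0.65 on the log2 scale without passing the threshold (adjusted p = 0.28 and 0.35, edgeR).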

Even in the placebo‐treated pre‐plaque group, we observed little evidence for neuroinflammatory processes, which is in contrast to the data from the post‐plaque group. In fact, the gene expression changes observed in the placebo‐treated post‐plaque group were dominated by increased inflammation. These data suggest that in APPPS1ΔE9 mice, the decline of synaptic plasticity precedes inflammatory processes. 

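The effect of genotype on the plaque-associated microglia mean in placebo-treated mice was larger by 0.51 in the post-plaque than in the pre-plaque group (two-sided permutation test of cohort labels within genotype, p = 0.025, adjusted p = 0.19 over 30 such tests). For complement, Fc receptor, Toll-like receptor and chemokine ligand genes, it was larger by 0.26 (permutation test, p = 0.15), and for reactive astrocyte genes by 0.21 (permutation test, p = 0.37). The effect on oxidative phosphorylation genes differed by 0.21 (permutation test, p = 0.0074, adjusted p = 0.074) and that on cytosolic ribosomal proteins by 0.18 (permutation test, p = 0.0018, adjusted p = 0.055). Gene by gene, 0 genes passed the threshold for a difference between the cohorts, and 1089 had an unadjusted p under 0.05. Placebo-treated APPPS1ΔE9 libraries of both cohorts were in lane 5, while placebo-treated WT libraries were in lane 4 in the pre-plaque group and in lanes 3 (4 mice) and 4 (1 mouse) in the post-plaque group, and no within-lane value was computed.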

Of note, anle138b treatment had no effect on pathological gene expression pattern in the post‐plaque group, yet hippocampal LTP was completely restored and spatial memory was partially restored. These data suggest that therapeutic strategies that aim to reduce amyloid toxicity—at least in the APPPS1ΔE9 model—may have little influence on neuroinflammation when applied at an advanced stage of the disease. Nevertheless, a significant therapeutic effect could be observed in the post‐plaque group. This might be explained by removal of toxic Aβ species which can lead to the restoration of synaptic function in neurons even in a detrimental inflammatory environment. These data are highly interesting, since one argument for the failure of clinical trials targeting amyloid deposition or modulation of Aβ cleavage is that such treatments are ineffective when given at an advanced stage of the diseases. 

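The 51 genes that passed the threshold in placebo-treated post-plaque mice, without the genes set aside beforehand, App, Prnp and Lamr1-ps1 among them, were also measured in the anle138b-treated mice, which did not serve to choose them. Their mean log2 CPM was 3.50 ± 0.28 (SD, n = 7) in anle138b-treated APPPS1ΔE9 and 2.18 ± 0.23 (SD, n = 5) in anle138b-treated WT mice. The difference was 1.32 (two-sided exact permutation test, p = 0.0013, the smallest possible), against 1.21 between the placebo-treated groups. It ranged from 1.22 to 6.80 with each mouse left out in turn, with the largest value without placebo-treated WT mouse 56. The genes were chosen again where a placebo-treated mouse was left out. Chosen genes that fall are subtracted in this score, so re-chosen genes need not measure the same signature. Mouse 56 had Xist at 2.11 CPM, while 3 of 5 placebo-treated WT mice had high Xist. The part of sex-linked genes in the 6.80 was not tested. For the genes of Dataset EV1, of which 121 could be scored, the difference was 1.05 in anle138b-treated mice (exact permutation test, p = 0.0013) and 1.44 in the placebo-treated mice from which the list was made. In the interaction of genotype and treatment, 0 genes passed the threshold and 407 had an unadjusted p under 0.05.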

Our data suggest, however, that anle138b targets Aβ‐related pathological events that allow recovery of synaptic function even if secondary pathological events such as inflammation persist.

The finding that anle138b treatment ameliorates synaptic plasticity and learning deficits in APPPS1ΔE9 is of utmost importance. These data are in line with previous observations showing that the same compounds have beneficial effects in animal models for Creutzfeld‐Jakob, Parkinson's disease, and Tau pathology. Specifically, the latter finding is intriguing, since Tau and Aβ pathology are believed to be the main causative factors of AD pathogenesis. While Wagner *et al* (2015) showed that anle138b in Tau P301S mice rescues synaptic and neuronal loss, we could further substantiate these data by showing that anle138b treatment also ameliorates defects in hippocampal transcriptome plasticity in the same Tau P301S mice. Taken together, these data suggest the revealing possibility that anle138b is able to ameliorate Tau and Aβ pathology. Therefore, to the best of our knowledge, anle138b would be the first small molecule that has a direct effect on the two major hallmarks of AD.

These data are also important from a translational point of view. Taking into account that the various animal models for AD only recapitulate part of the pathogenesis observed in human patients, it is intriguing that anle138b was able to rescue disease progression in various different AD models and models for aggregopathies, raising the hope that anle138b could also be effective in human patients.

The mechanism by which toxic Aβ species induce synaptic dysfunction and neurotoxicity is still unresolved. Proposed mechanisms include NMDA receptor endocytosis (Shankar *et al*, 2007), α‐amino‐3‐hydroxy‐5‐methyl‐4‐isoxazole propionic acid surface receptor modulation (Querfurth & LaFerla, 2010), and Aβ pore formation (Arispe *et al*, 1993). Moreover, the presence of amyloid plaques was shown to change structural plasticity of neurons (Spires & Hyman, 2004). Nevertheless, amyloid plaques are unlikely the sole reason for disturbed synaptic function and memory consolidation in AD and it has even been suggested that they present a compensatory mechanism of the brain in order to deal with toxic Aβ species (Selkoe & Hardy, 2016). This is further supported by our findings that anle138b treatment in the post‐plaque group was able to restore hippocampal LTP and spatial reference memory, although the plaque load was even higher when compared to placebo‐treated APPPS1ΔE9 mice of the pre‐plaque group suggesting that the reduction in amyloid plaque load cannot be the main mechanisms by which anle138b exerts its therapeutic action. The pore formation hypothesis has long been proposed but tested experimentally to a very limited degree, which is also due to the fact that an array of various *in vitro* and *in vivo* methods needs to be combined to address this issue. We focused on the question whether anle138b modulates the pore forming activity of Aβ because synaptic function relies on the integrity of membranes and their ability to modulate ion fluxes in a voltage‐dependent way. This pore‐based mechanism has been envisaged to underlie impaired neuronal function and cell death (Arispe *et al*, 1993). Modulation of pore formation was also implicated in cell‐based models for EGCG mode of action (Diaz *et al*, 2009) and of its congeners MRS2481 and MRS2485 (Diaz *et al*, 2009). The observed stepwise growth of bulk membrane conductance in the presence of Aβ (without anle138b) indicates that activity increases through the combined action of many individual pores.

Numerous molecular dynamics (MD) simulations (Jang *et al*, 2008; Arce *et al*, 2011; Gillman *et al*, 2014) and NMR spectroscopy‐based investigations (Sarkar *et al*, 2014) of Aβ pores have pointed to a β‐barrel structure for the intramembrane region of the pore. It was previously shown that Aβ containing a point substituted proline (F19P) showed pore structure by AFM but did not demonstrate ionic conductance (Capone *et al*, 2012; Connelly *et al*, 2012b). The chemical structure of proline introduces a “kink” in the peptide's secondary structure, which is known to disrupt β‐sheet formation. MD simulations of F19P barrel structure showed that β‐sheet destabilization led the highly charged N‐terminal regions to bind at the peptide mouth and collapsed the pore (Umehara *et al*, 2010; Connelly *et al*, 2012a). Our data are consistent with such a model and suggest that anle138b induces a conformational change within Aβ pores that greatly reduces or, in most pores eliminates, ionic flux. Steric blockage by anle138b without a conformational change of the pore is energetically unfavorable due to the hydrophobicity of anle138b, as this scenario would require anle138b to be in contact with water molecules inside the pore. The above‐mentioned mechanisms provide further insight into the method of action in preventing pore activity and reducing Alzheimer's pathogenicity (Fig 5E).

It has to be mentioned, however, that all of the above‐described experiments are based on *in vitro* approaches using lipid bilayers. *In vivo* evidence further supporting the notion that anle138b counteracts the detrimental effect of toxic Aβ species on membrane integrity stems from our finding that Aβ_1‐40_ administration to cultured hippocampal neurons compromised membrane integrity, an effect which was attenuated by anle138b. Our interpretation that conversion of conducting to non‐conduction Aβ pores is one possible mode of anle138b action. It may also explain that anle138b ameliorated all tested disease phenotypes in the pre‐plaque group, while in the post‐plaque group only LTP was completely restored. Hence, in the post‐plaque group, the presence of toxic Aβ species may already have induced secondary processes such as inflammation that persistently affects memory function even if membrane integrity and LTP are restored in neurons. Yet, we like to reiterate that while our data point to the existence of Aβ pores *in vivo*, a definite proof is still missing. Further evidence in support of the Aβ pores stems from a study in which Aβ oligomers induce single‐channel calcium fluorescence transients in Xenopus oocytes (Demuro *et al*, 2011). Nevertheless, we cannot exclude that anle138b affects other cellular processes than Aβ‐mediated conducting pores in membranes. Thus, it is also possible for example that *in vivo* Aβ sequesters membrane lipids, thereby affecting membrane integrity, which is then prevented by the action of anle138b.

In conclusion, our data show that anle138b can reinstate synaptic plasticity and memory function in a mouse model for amyloid pathology via mechanisms that—at least in part—appear to involve the blockage of Aβ‐induced pores in membranes. Careful analysis of this activity indicates that the oligomers are still in the membrane, but pores have a changed conductivity profile, mainly staying open for shorter time and lacking the possibility of building up large currents as seen when anle138b was absent. Taking into account that anle138b was also shown to ameliorate disease phenotypes in a mouse model for Tau pathology, thus being to the best of our knowledge one of the first compounds that seems to causatively interfere with both of the two major hallmarks of AD, we suggest that anle138b to further be validated in clinical trials for its potential to treat AD and perhaps other aggregopathies.

## Materials and Methods

### Mouse experiments

The APP(Swe)/PS1EΔ9 (henceforth called: APPPS1ΔE9) mouse model of AD was used for this study. The age of the animals is indicated for each experiment. In brief, mice of the pre‐plaque group were analyzed at 6 months of age, while mice of the post‐plaque group were 10 months of age. Upon completion of treatment, these and control mice underwent cognitive assessment by a behavior battery of tests. Electrophysiology, RNA sequencing, and histochemical analysis of plaque burden were also assessed. All mice were male and were maintained on a C57BL/6 background. They were kept in a 12‐h dark/light cycle and housed in groups under constant standard conditions of temperature and humidity. Mice had *ad libitum* access to food and water. Animal care and handling were carried out in compliance with the Declaration of Helsinki and approved by local ethical committees.

### Anle138b treatment

In order to investigate the prophylactic effect of anle138b, we treated healthy, plaque‐free, adult, APPPS1Δ9 mice with placebo‐ or anle138b‐containing dry food pellets for 4 months from 2 to 6 months of age (pre‐plaque group; Fig EV1). Age‐ and sex‐matched wild‐type littermates were also treated and served as controls. Similarly, in order to investigate the therapeutic effect of anle138b, we treated symptomatic APPPS1ΔE9 mice and treated them for 4 months from 6 to 10 months of age (post‐plaque group; Fig EV1). Controls were age‐ and sex‐matched wild‐type littermates treated with anle138b or placebo. Anle138b was administered orally. Dry food pellets were prepared containing 2g anle138b per kg food (SSNIFF). This amounted to an estimated daily dose of 500 mg/kg (at an approx. 6‐g daily food consumption and a 25‐g average body weight). Based on pharmacokinetic studies, 40–70 μM anle138b reached the brain during most of the wake phase (Wagner *et al*, 2015). Placebo food was prepared from the same batch but without anle138b (SSNIFF). Of note, our previous PK studies in mice have shown that after a single bolus the half‐life of anle138b in the brain is approximately 4 h (Wagner *et al*, 2013).

### Morris water maze (MWM)

Mice were single‐caged and brought into the testing room at least 1 week prior to the beginning of the experiment to allow them to acclimate. In the MWM, mice were trained to find a submerged 10 × 10 cm platform in a pool (1.10 m in diameter) of milky water using spatial cues by the pool sides as orientation points. Mice were trained over 8 consecutive days with four trials per day per mouse. Time and path to platform were tracked and recorded (TSE systems). On day 9 (probe test), the platform was removed and quadrant preference was recorded (target quadrant being the one where the platform was previously located).

### Open field

Mice were allowed to spend 5 min in an open arena (40 × 40 cm). Path length while exploring and time in the center or corners were quantified using the VideoMot2 System (TSE).

### RNA sequencing

Library preparation and cluster generation for mRNA sequencing were performed according to Illumina standard protocols (TruSeq, Illumina). Libraries were quality‐controlled and quantified using a Nanodrop 2000 (Thermo Scientific), Agilent 2100 Bioanalyzer (Agilent Technologies), and Qubit (Life Technologies). Data will be made available upon publication via GEO (accession number GSE104424). Base calling from raw images and file conversion to fastq‐files was achieved by Illumina pipeline scripts. Subsequent steps included quality control (FastQC, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), mapping to reference genome (mm10, STAR aligner v2.3.0 (Djebali *et al*, 2012) non‐default parameters), read counting on genes or exons (HTSeq, http://www-huber.embl.de/users/anders/HTSeq, mode: intersection‐non‐empty), and differential gene (DESeq2_1.4.5; Love *et al*, 2014) usage biostatistical analysis. PCA and distance heat maps were generated in R following instructions in the vignette for DESeq2. Genes were considered differentially expressed with an adjusted *P*‐value lower than 0.05 (Benjamini‐Hochberg). Gene set overlaps were calculated using Venny (http://bioinfogp.cnb.csic.es/tools/venny/). Pathway analysis was performed using Cytoscape (www.cytoscape.com) and Cytoscape extension ClueGO.

### Electrophysiology on hippocampal slices

#### Slice preparation

Acute hippocampal slices prepared from WT mice and APPPS1ΔE9 mice were used for electrophysiological recordings. All the procedures were carried out in compliance to the guidelines from the Animal Committee on Ethics in the Care and Use of Laboratory Animals of TU‐Braunschweig. Briefly, after anesthetization using CO_2_, the mice were decapitated and the brains were quickly removed and cooled in 2–4°C artificial cerebrospinal fluid (aCSF). The hippocampi were dissected, and transverse hippocampal slices (400 μm) were prepared by using a manual tissue chopper. Then, slices were incubated for 3 h at 32°C in an interface chamber (Scientific System Design), which was continuously perfused with oxygenated aCSF at a flow rate of 0.8 ml/min. The aCSF contained the following (in mM): 124 NaCl, 4.9 KCl, 1.2 KH_2_PO_4_, 2.0 MgSO_4_, 2.0 CaCl_2_, 24.6 NaHCO_3_, 10 D‐glucose, equilibrated with 95% O_2_–5% CO_2_ (32 L/h).

#### Slice recordings

To evoke field EPSP (fEPSP) from Schaffer collateral/commissural‐CA1 synapses, one monopolar lacquer‐coated, stainless‐steel electrode (5 MΩ; AM Systems) was positioned at the stratum radiatum layer of the CA1 region. For recording fEPSP (measured as its initial slope function), one electrode (5 MΩ; AM Systems) was placed in the CA1 apical dendritic layer and signals were amplified by a differential amplifier (Model 1700, AM Systems). The signals were digitized using a CED 1401 analog‐to‐digital converter (Cambridge Electronic Design). After the preincubation period, an input–output curve (afferent stimulation vs. fEPSP slope) was generated. Test stimulation intensity was adjusted to elicit fEPSP slope of ∼40% of the maximal fEPSP response. Four 0.2‐Hz biphasic constant current pulses (0.1 ms/polarity) were used for baseline recording and testing at each time point. Long‐term potentiation (LTP) was elicited by “strong” tetanus (STET) consisting of three stimulus trains of 100 pulses at 100 Hz delivered at 10‐min intervals (300 pulses in total). Data (fEPSP slope) were normalized to baseline and plotted as average ± SEM. The average values of the slope function of the fEPSP (millivolts per milliseconds) for each time point were analyzed using paired *t*‐test; *P* < 0.05 was considered as statistically significant.

### Thioflavin S staining

Thioflavin S staining was performed as previously described with the some modifications (Guntern *et al*, 1992; Sun *et al*, 2002). Briefly, mice were sacrificed and their brain quickly removed on ice. Left hemispheres were embedded in OCT (Tissue TEK) and stored at −80°C until ready to section. Sagittal, 25‐μm‐thick sections were cut using a cryostat. And, five sets of five slides per brain containing four sections/slide were made by taking every 5^th^ section on the same slide, so that each set consisted of 20 representative sections throughout the brain. Sets to be used for thioflavin S staining were then fixed with 4% PFA for 25 min at room temperature, washed twice with 0.9% NaCl, and quickly rinsed with PBS. Staining was performed using filtered 0.05% thioflavin S in 50% ethanol for 8 min in the dark and differentiated with two changes of 80% ethanol for 10 s. This was followed by three washes with large volumes of distilled water and an incubation step in high‐concentrated phosphate buffer (411 mM NaCl, 8.1 mM KCl, 30 mM Na_2_HPO_4_, 5.2 mM KH_2_PO_4_, pH 7.2) at 4°C for 30 min. Finally, slides were briefly rinsed in PBST and covered with coverslips using Vectashield Hard Set mounting media with DAPI (Vector). Slides were allowed to set in the dark at 4°C and imaged immediately thereafter. To control for background, unspecific staining, or tissue auto‐fluorescence, slides from age‐matched wild‐type brains were used as negative controls. Images at 4× magnification of hippocampus and cortex were captured using an Olympus IX70 fluorescence microscope. Quantification of number of plaques, area covered by the plaque, and average plaque size was performed using the particle analysis tool of the ImageJ software. Statistical analysis was carried out using GraphPad Prism7.

### Biophysical experiments on Aβ_1‐42_

#### Materials

Aβ_1–42_ was purchased from Bachem and Anaspec (Fremont, CA).

The phospholipids 1.2‐dioleoyl‐*sn*‐glycero‐3‐phosphoserine (DOPS) and 1‐palmitoyl‐2‐oleoyl‐*sn*‐glycero‐3‐phosphoethanolamine (POPE) were purchased from Avanti Polar Lipids (Alabaster, AL). All other chemicals were purchased from Sigma‐Aldrich (St. Louis, MO).

#### Peptide handling

For BLM experiments, Aβ_1–42_ peptides were dissolved in Milli‐Q water to a concentration of 1 mg/ml prior to being aliquoted for storage. These 50‐μl aliquots were stored at −80°C for a maximum of 60 days before use. Samples were thawed only once. For AFM experiments, powder form of Aβ_1‐42_ (Bachem, Torrance, CA) was first dissolved in 1% ammonium hydroxide until the peptides were completely dissolved. They were subsequently sonicated for approximately 2 min. Small volume of peptides were then aliquoted and lyophilized using a lyophilizer (Labconco FreeZone 2.5 Plus, Kansas City, KS). The aliquots were stored at −80°C until used. For every experiment, aliquoted peptides were thawed and hydrated in 20 mM NaOH and HEPES buffer solutions at pH 7.4, sequentially. The peptide concentration was measured using the 280 nm UV absorbance (ε = 1,490 M^−1^ cm^−1^).

#### Peptide aggregation

Synthetic Aβ_1‐40_ and Aβ_1‐42_ powders were dissolved in 20 mM NaOH at 2 mg/ml concentration and incubated at 4°C for 1 h to dissolve their pre‐existing aggregates. The Aβ stock solutions were then brought to PBS, pH 7.4, at a final peptide concentration of 0.4 mg/ml, around 90 μM. After a short centrifugation (16,000 *g*, 30 min), the supernatants were used either directly, as the monomeric Aβ, or following a 3‐h incubation at 37°C (without agitation), as the oligomeric‐enriched Aβ samples. The monomeric and oligomeric‐enriched Aβ samples were then added to primary neuronal cultures for membrane integrity and viability assays.

#### Electrical recording of planar lipid bilayer made of oxidized cholesterol/*n*‐decane

We prepared planar lipid bilayers using the Müller‐Rudin technique (Benz *et al*, 1978). The membranes were formed from a 1% (w/v) solution of oxidized cholesterol in *n*‐decane. Oxidized cholesterol was prepared according to an established procedure (Benz *et al*, 1978). The lipid membranes were formed using a Teflon loop to spread the lipid solution across a hole with a surface area of approximately 0.3 mm^2^ in the wall dividing the two aqueous compartments in a Teflon cell. After the membrane had turned black, the Aβ_1–42_ peptide‐containing protein fractions were added to the aqueous phase on one or both sides of the membrane at final concentrations 1 and 40 μM. For doping lipid bilayers with anle138b, the compound was dissolved in chloroform. The chloroform of a sample was then evaporated under vacuum. The lipid solution was added to the dry anle138b in such an amount that a final concentration of 1 mM in the lipid solution was obtained. This lipid solution was used for the normal protocol of bilayer formation as described above.

The current across the lipid bilayer membranes was measured with a pair of Ag/AgCl electrodes with salt bridges switched in series with a voltage source and a highly sensitive current amplifier Keithley 427 (Keithley Instruments, INC. Cleveland, OH). The output signal of the amplifier was recorded by a strip chart recorder (Rikadenki Electronics GmbH, Freiburg, Germany). The temperature was kept at 20°C throughout the experiment.

#### Planar lipid bilayer electrical recording using DOPS and POPE

We prepared planar lipid bilayers using the so‐called painted technique (Mueller *et al*, 1962). Anle138b was mixed with a 1:1 (w/w) solution of DOPS and POPE in chloroform at a concentration of 10 mM with respect to the volume of the lipids. A lipid specific gravity of 0.8 was used for the calculation. This mixture was subsequently dried in a Rotavapor R‐210 (Buchi) and resuspended in decane at a total lipid concentration of 20 mg/ml. Bilayers with embedded anle138b were formed from this solution. Spontaneous membrane formation occurs following the addition of lipid directly over a pore with a diameter of ~250 μm in a Delrin septum (Warner Instruments, Delrin perfusion cup, volume 1 ml). In previous studies, this membrane composition was shown to be stable for long recording times (~4 h; Capone *et al*, 2012). Control experiments establishing the stability of membranes formed with the addition of anle138b were performed. We used 150 mM KCl, 10 mM HEPES (pH 7.4), and 1 mM MgCl_2_ as the electrolyte.

We observed the following difficulty in the preparation of anle138b loaded lipids. Anle138b was dissolved in decane along with the lipids prior to membrane painting. Since anle138b is soluble in both the decane and the lipids, the distribution of compound in the lipid membrane that spontaneously forms upon lipid deposition over the aperture can vary. Lipid monolayers bind to either side of the partition and the bilayer membrane forms as the monolayers fuse together at the center, excluding the decane solvent to the perimeter. This solvent annulus acts as a bridge to the Delrin partition and is essential for membrane stability (White, 1972). If a significant proportion of the anle138b is mobile in the decane, the compound could be partitioned to the solvent annulus rather than incorporated into the membrane leading to BLM results that appear similar to that seen with Aβ_1‐42_ in the absence of compound. This can explain why anle138b modulated the activity of the pores in only 50% of the cases.

Before performing electrical recordings, we verified that the bilayer was stable for several minutes with low conductance (<10 pS) across ± 100 mV applied voltage and that the system capacitance was >110 pF. When both criteria were met, peptide was added directly to the *cis* (hot wire) side and stirred for 5 min. Peptide concentration in the bilayer chamber was approximately 10 μM. Bilayer stability was monitored by periodic capacitance measurements throughout the course of the experiment.

All traces were recorded in voltage clamp mode using the 2 kHz built‐in filter cutoff of our BC‐535 amplifier (Warner Instruments, Hamden, CT). A sampling frequency of 15 kHz was used for all data acquisition. We used a custom‐made LabVIEW program to record the current and Clampfit 10.2 (Molecular Devices, Sunnyvale, CA) to analyze traces. We have filtered the recorded current versus time traces with a digital Gaussian low‐pass filter and a cutoff frequency of 50 Hz for representation in figures.

#### Lipid bilayer preparation for AFM imaging

For liposome preparation, DOPS and POPE lipids were used in a 1:1 ratio (Avanti Polar Lipids, Alabaster, Al). Liposomes were prepared by mixing 20 μl of each lipid (5 mg/ml) dissolved in chloroform, and anle138b, also in chloroform, was added to a 1,000:1 lipid to anle138b molar ratio. Then, liposomes were allowed to dry overnight in vacuum. The dried lipid film (and anle138b) was hydrated with peptide solution (1:60 peptide to lipid molar ratio) to facilitate peptide incorporation in the lipid bilayer, resulting in proteoliposome formation. For controls, the dried lipid film (and anle138b) was hydrated with 200 μl of HEPES buffer and vortexed occasionally for an hour. The large multilamellar vesicles formed with this procedure were sonicated for 5 min. Supported lipid bilayers were formed by (proteo)liposome rupture and fusion on the mica substrate (Lin *et al*, 2001; Quist *et al*, 2005; Liu *et al*, 2006; Umehara *et al*, 2010; Connelly *et al*, 2012a,b). Lipid concentrations of 0.1–1 mg/ml were deposited on freshly cleaved mica and incubated for ~10 min on a hot plate above the lipid transition temperature to facilitate fusion of the ruptured proteoliposomes on the mica surface. As a last step, samples were rinsed with buffer to remove unruptured proteoliposomes still in solution.

#### AFM imaging on membranes

Topographic images were acquired using a Multimode AFM equipped with a Nanoscope V controller (Bruker, Santa Barbara, CA). Silicon nitride cantilevers with nominal spring constants of 0.08 N/m (OMCL‐TR400, Olympus) were employed for imaging in fluid using the tapping mode. Resonance frequencies of ∼8 kHz and drive amplitudes under 100 mV were used. All experiments were performed at room temperature. Actual spring constants were measured to be within 10% of its nominal value using thermal tune before the experiments. To measure outer pore diameters, tip broadening was taken into account by modeling the inserted oligomers as a spherical cap protruding a height h above the surface of the lipid bilayer in contact with a spherical tip of radius R (Lee *et al*, 2014).

### Cell membrane integrity and viability

#### CyQUANT

Primary neuronal cultures were produced from E17.5 CD1 Swiss embryos. On DIV, 10 cultures were treated conditioned medium supplemented with anle138b to a final concentration of 1 μM in 0.05% DMSO (Roth, A994.2) or 0.05% DMSO as vehicle. After 24 h Aβ_1‐40_ oligomers, monomers or buffer (*n* = 4 each) was applied at 10 μM and incubated for 48 h. CyQUANT^®^ Direct Cell Proliferation Assay (Thermo Fisher, C35011) was used according to manufacturer's protocol to determine membrane integrity. After 30‐min incubation, fluorescence was measured with a Tecan infinite 200. Statistical analysis was performed in GraphPad Prism.

#### MTT assay

Cell viability was measured using the MTT assay with the same sample preparation as for the CyQUANT assay. Briefly, after anle138b and Aβ_1‐40_ treatment, the cell culture medium was supplemented with MTT to a final concentration of 0.5 mg/ml and incubated for 1 h at 37°C in a standard cell culture incubator. Subsequently, medium was removed and metabolites suspended in 500 μl DMSO. Absorption at 800 nm was measured using a Tecan infinite 200.

### Transgenic flies and survival assays

w[^1118^]; P{UAS‐*Arctic* Aβ 1‐42 (Glu22Gly)}(arc2E) transgenic flies were kindly provided by D. Crowther (Cambridge, UK; Crowther *et al*, 2005). The co‐expression of Gal4 under a tissue specific promotor leads to activation of an upstream activating sequence (UAS) element that activates the transcription of Aβ42 upon Gal4‐UAS binding (Brand & Perrimon, 2012). We controlled the temporal expression of the *Gal4*‐UAS system by a temperature‐sensitive Gal80^ts^ under a ubiquitously expressing *tubulin* promoter (tub‐Gal80^ts^) (McGuire *et al*, 2003). Gal80^ts^ represses the transcriptional activity of *Gal4* at the permissive temperature (18°C). Upon a shift to the non‐permissive temperature (30°C), Gal80^ts^ becomes dysfunctional and releases the *Gal4*‐UAS system to allow transgene expression. Neuron‐specific and temperature‐inducible expression of Aβ42 was achieved by crossing the w[^1118^]; Gal4‐elav/CyO; TM2/TM6 and w[^1118^]; Sp/CyO; tubGal80^ts^/TM2 lines obtained from Bloomington (Bloomington *Drosophila* Stock Center (BDSC), Indiana University, USA) to generate w[^1118^]; Gal4‐elav/(CyO);tubGal80^ts^/(TM6). The w[^11118^]; P{UAS‐*Arctic* Aβ 1‐42 (Glu22Gly)} line was crossed with w[^1118^]; Gal4‐elav/(CyO);tubGal80 ^ts^/(TM6). w[^1118^]; Gal4‐elav/UAS‐arc2E;tubGal80/+ were used for subsequent survival assays. As an overexpression control, we crossed w[^1118^]; Gal4‐elav/(CyO);tubGal80/(TM6) with w[^1118^]; P{w[+mC]=UAS‐lacZ.NZ}20b (Bloomington *Drosophila* Stock Center (BDSC), Indiana University, USA) to obtain w[^1118^]; Gal4‐elav/+; tubGal80^ts^/UAS‐lacZ.

### Survival assay

Male flies expressing Aβ42 Glu22Gly arctic mutation and control flies expressing *lacZ* were collected and maintained under a 12‐h light–dark cycle in 60% relative humidity and equal population density per vial. Within 24 h after eclosion from the pupae, all flies were transferred to the restrictive temperature. Compounds were dissolved at 10 mM in DMSO and mixed with yeast. Fresh food was added every 2^nd^–3^rd^ day. As a control, Aβ42 Glu22Gly transgenic and lacZ control flies were treated with DMSO food without addition of compounds. Surviving flies were counted every 2^nd^–3^rd^ day. The resulting Kaplan–Meier survival curves were calculated using SSPS software. Differences between the genotypes were assessed by log‐rank test (SSPS software).

### Statistical analysis

Unless specifically mentioned otherwise, data were analyzed by unpaired Student's *t*‐test, two tailed *t*‐test, Bonferroni test for multiple comparisons, or one and two‐way and ANOVA (analysis of variance) when appropriate. Errors are displayed as standard error of mean (SEM). Unless otherwise stated, analysis was performed using GraphPad Prism.

### Data availability

RNA‐sequencing datasets are available via GEO accession number: GSE104424.

## Author contributions

AHM: coordinated the experiments, performed behavior testing of mice, RNA‐seq, and amyloid plaque analysis. HU: performed all experiments related to primary hippocampal neurons. ALG: performed the electrophysiology with black membranes. JL: did AFM measurements of Aβ on membranes. SR: provided anle138b. HYA: performed behavior experiments. GJ: analyzed RNA‐seq data. EB: performed pathway analysis. GG: performed the LTP measurements. AL: provided anle138b. NR‐G: generated synthetic Aβ used for the CyQuant and MTT assay. FTA: did the AFM measurements. PW: performed fly experiments. AS: designed and analyzed fly experiments. MZ: generated synthetic Aβ, wrote the manuscript. RB: performed the BLM measurement. AG: discussed the data. MK: conceived and supervised experiments, discussed and analyzed specifically the electrophysiological experiments, wrote the manuscript. RL: conceived and supervised experiments, specifically supervised the AFM measurements and interpreted them, wrote the manuscript. CG: conceived and supervised experiments, wrote the manuscript. GE: conceived and supervised experiments, wrote the manuscript. AF: conceived and supervised experiments, wrote the manuscript. LK: helped to perform and analyze RNA‐seq data. JW and MF treated Tau mice with anle138b and collected tissue. MC, AC, and NV performed and interpreted the experiments on cytochrome C release from mitochondria.

## Conflict of interest

AG and CG are co‐founders of MODAG. AL is partly employed by MODAG.

**The paper explained**

**Problem**

A hallmark of Alzheimer's disease is the aggregation of Aβ, yet the mechanism of dysfunction of neurons and neuronal death is unclear and disease‐modifying therapeutic intervention is not yet possible.

**Results**

Using the APPPS1 overexpression model in mice, we show that the diphenylpyrazole compound anle138b, an orally available small molecule reaching 30 μM concentration in the brain when given orally, ameliorated disease phenotypes such as hippocampal LTP, spatial reference memory, and transcriptional homeostasis. Biophysical analysis suggests that pore formation contributes to the dysfunctionalization and death of neurons, while anle138b prevents pore formation and thereby rescues these effects.

**Impact**

Our work provides evidence of the molecular mechanisms by which Aβ aggregation is contributing to Alzheimer's disease, namely pore formation in membranes by Aβ oligomers whose conductivity is reduced by more than a factor of 10 by anle138b treatment. The pore conductivity reduction correlates with the full refunctionalization as measured by LTP when anle138b is given before or after the onset of amyloid deposition. Also memory function is improved. Our data suggest that therapeutical effects can be expected to be achieved in AD patients with anle138b.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Review Process File Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

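RNA was sequenced from the hippocampus of 38 mice, in the 8 groups given by cohort (pre-plaque or post-plaque), genotype (WT or APPPS1ΔE9) and chow (placebo or anle138b). The authors prepared the libraries with the TruSeq mRNA protocol, mapped the reads to the mouse genome mm10 with STAR and counted them on genes with HTSeq in its intersection-nonempty mode. They deposited the read counts of 48709 genes in each mouse, without normalization or filtering. The annotation release and the strandedness of the counting are not named in the text of the paper. The authors' own test was DESeq2, followed by pathway analysis with ClueGO. The pathway analysis was not repeated here, and families of genes set by symbol were used instead.

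Groups were taken from the sample titles and the paper. The titles of the 4 placebo-treated WT libraries of the pre-plaque group say WT, while another label of the same libraries names the transgenic genotype, and they were used as WT. The legend of Fig 3D gives 4, 5 and 5 post-plaque mice for groups in which 5, 5 and 7 were used here. No sample was left out.

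From the deposited counts, genes that pass the filterByExpr function of edgeR (minimum count 10, minimum total count 15) were normalized with TMM and tested with edgeR's quasi-likelihood test (estimateDisp, glmQLFit with robust estimation, glmQLFTest), separately for each pair of groups. Benjamini-Hochberg adjusted p-values under 0.1 were counted as past the threshold. Standard errors are the log2 fold change divided by the square root of the test's F value. The versions were R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Gene symbols and coordinates came from GENCODE M21 for GRCm38, the build of mm10, which has 48349 of the 48709 genes. Interactions of genotype and treatment, and the difference of the genotype effect between cohorts, were tested in fits over 4 groups.

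The score of a family is the mean log2 CPM of its genes, with TMM normalization and a prior count of 2, in each mouse. Scores were compared with two-sided exact permutation tests, adjusted over 80 comparisons. The replicate number was not used as a block in these tests, so small differences between same-numbered mice are not ruled out. Differences of genotype effects were tested by permuting treatment or cohort labels within genotype, adjusted over 30 tests. Signature scores used the genes past the threshold in the placebo-treated mice, without the genes set aside beforehand, App, Prnp and Lamr1-ps1 among them, and were measured in the anle138b-treated mice.

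The genes named in the text were fixed by a rule. They are App, Prnp and Lamr1-ps1, members of the families, and in each genotype comparison up to 3 rising and up to 3 falling genes with the largest fold change among those past the threshold whose values do not overlap between the groups. An item is not reported here because it is withheld.

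The alternatives tried were DESeq2, RLE size factors, no filter on low counts, an adjusted p under 0.05, Y-linked expression as a covariate, offsets for GC content and gene length, all 4 groups of a cohort in a single fit, the replicate number as a block, lane 4 only, a prior count of 0.5, the median over genes in place of the mean, and each mouse left out in turn. The replicate number is the running number of a library within its group in the titles. The mice have numbers of their own, so the titles state no pairing, and the pairing was checked by the correlation of deviations from the group means.

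Total counts were between 15847985 and 31895808 per mouse. The methods were tried on simulated counts with the gene means, dispersions and library sizes of the real mice. With 4 against 4 mice and 200 genes changed by a log2 change of 1, edgeR found 184 with 29 false calls, and DESeq2 found 186 with 58 false calls. With 5 against 7 mice, edgeR found 181 with 21 false calls and DESeq2 found 195 with 79 false calls. With no gene changed, edgeR made 0 calls in both designs, while DESeq2 made 5 and 8.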

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

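The tests of GC content and gene length on the scores, and of library size for mice far from their group, were chosen only after the results were seen.

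In 12 of the 38 mice, Xist was high and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were nearly absent, while the paper states that all mice were male. Xist was at 1154 CPM or more in these 12 mice and at 5.41 CPM or less in the other 26. Their summed Y-linked expression was at most 1.89 CPM, against at least 169 CPM in the other 26. Xist is transcribed from the inactive X chromosome, so these values argue against male tissue as the source of these 12 libraries. Whether female mice were used or samples were exchanged was not tested. Of the 12 mice, 11 were WT, so the comparisons of genotypes also compare mice that differ in sex-linked expression. The X-linked genes Ddx3x and Kdm6a, which are expressed from both X chromosomes, were lower in placebo-treated APPPS1ΔE9 mice of the pre-plaque group by log2 fold changes of -0.38 and -0.45, and by -0.06 and -0.15 with Y-linked expression as a covariate. Unequal numbers of both sexes in the groups are thus a candidate explanation for these genes, with 12 mice that show the expression pattern.

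The effect of genotype on the oxidative phosphorylation score of the pre-plaque group differed between treatments by 0.206 (two-sided permutation test, p = 0.00449, adjusted p = 0.0673). All 4 placebo-treated APPPS1ΔE9 mice were below all 4 placebo-treated WT mice. With offsets for GC content and gene length the p was 0.00776 (permutation test), so these do not account for it fully. Choroid plexus and sex-linked expression were not adjusted for. Placebo-treated APPPS1ΔE9 mice 71, 74 and 75 had low choroid plexus scores of 1.28, 3.36 and 2.19. Mouse 17 of that group was at 6.36, with an oxidative phosphorylation score of 5.84. A part of tissue composition is thus not ruled out. The anle138b-treated WT mice of lane 5 were at 5.98 and 5.91 and those of lane 4 at 5.92 and 5.91, against at most 5.84 in placebo-treated APPPS1ΔE9 mice, all of lane 5. These values show no lower level in lane 5, but with 2 mice in each lane they do not rule out a part of lane. Lane 6 held only anle138b-treated APPPS1ΔE9 mice of this cohort, so its part in their values was not tested. The same difference for cytosolic ribosomal proteins was 0.120 (permutation test, p = 0.0461, adjusted p = 0.277). Its p was 0.248 with the offsets, so a bias by GC content or gene length remains a candidate explanation for it.

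The effect of genotype in placebo-treated mice differed between the cohorts for 3 families. The differences were 0.211 for oxidative phosphorylation (two-sided permutation test, p = 0.00737, adjusted p = 0.0737), 0.179 for cytosolic ribosomal proteins (permutation test, p = 0.00183, adjusted p = 0.0548) and 0.507 for plaque-associated microglia (permutation test, p = 0.0254, adjusted p = 0.191). With the offsets for GC content and gene length the p were 0.0169, 0.00365 and 0.0311 (permutation tests). Age and plaque load are a biological explanation given by the design. Placebo-treated APPPS1ΔE9 libraries of both cohorts were in lane 5, but placebo-treated WT libraries were in lane 4 in the pre-plaque group and, for 4 of 5 mice, in lane 3 in the post-plaque group, with no other post-plaque group in lane 3. The placebo-treated WT mouse of lane 4 was at 3.27 for plaque-associated microglia, within the 3.00 to 3.45 of those in lane 3, and at 3.94 for cytosolic ribosomal proteins, within 3.84 to 3.95. For oxidative phosphorylation it was at 5.55, below the 5.57 to 5.68 of those in lane 3. With 1 mouse in lane 4, this is no test of lane, and other differences between the batches of the cohorts were not tested.

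Each of 120 combinations of a group and a measure was examined for a mouse far from the others, and 12 had such a mouse, where chance gives 6. In anle138b-treated WT mice of the pre-plaque group, these were mouse 41 for oxidative phosphorylation, at 5.981 against 5.915 for the nearest mouse, mouse 39 for reactive astrocytes, at 6.236 against 4.908, mouse 83 for choroid plexus, at 2.554 against 6.226, and mouse 39 for App, at 10.69 log2 CPM against 10.74. In placebo-treated APPPS1ΔE9 mice of that cohort, mouse 71 was at 5.646 for oxidative phosphorylation, against 5.814 for the nearest mouse, and at 4.822% of counts in the 10 highest genes, against 5.262%. Mouse 75 was at 4.700 for plaque-associated microglia, against 4.237, and at 11.51 log2 CPM for Prnp, against 11.36. In anle138b-treated APPPS1ΔE9 mice of that cohort, mouse 84 was at 2.275 for choroid plexus, against 6.087. Among post-plaque mice, placebo-treated WT mouse 55 was at 10.79 log2 CPM for App, against 10.67. Placebo-treated APPPS1ΔE9 mouse 57 was at 6.012% of counts in the 10 highest genes, against 5.290%, and anle138b-treated APPPS1ΔE9 mouse 93 was at 6.113 for reactive astrocytes, against 5.665. In 0 of these groups was the same mouse far from the others in total counts. Some of these mice still had the lowest or highest total of their group, so a part of library size is not ruled out. No biological explanation was tested, and dissection of neighboring tissue cannot be told apart from other sources for the choroid plexus values.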

How the results depend on the processing

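The alternatives for the results that answer a comparison were fixed before the data were examined, except DESeq2 with its prior on fold changes, which was added after the data were seen. Those for other single genes were narrowed after their values were seen, and some values near 0 are not reported. Apart from fits that left out a mouse, 177 values that answer a comparison were unchanged, 31 counts moved by more than 1.5 times or from 0 and 3 values became weaker. In the fits that each left out a mouse, 316 were unchanged, 16 moved and 2 became weaker. For scores, unchanged does not mean of the same size. All 22 such fits of the post-plaque signature score were labelled so, at 1.22 to 6.80 against 1.32. Of the values of single genes or other scores, 288 were unchanged, 20 became weaker and 14 stronger under other alternatives, and 341 were unchanged, 39 weaker, 7 stronger and 1 reversed with a mouse left out. The causes of the changes were not tested.

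With DESeq2 in place of edgeR, 2 genes passed the threshold between anle138b- and placebo-treated WT mice of the pre-plaque group, against 0 (310 at an unadjusted p under 0.05). The count was 89 (48 up, 41 down) against 12 for placebo-treated APPPS1ΔE9 and WT mice and 42 (31 up, 11 down) against 8 for the anle138b-treated mice. It was 205 (81 up, 124 down) against 9 between anle138b- and placebo-treated APPPS1ΔE9 mice. For post-plaque mice it was 113 (all but 5 up) against 55 under placebo, 188 (177 up, 11 down) against 124 under anle138b, and 88 against 51 shared genes. For the interaction of genotype and treatment it was 28 in the pre-plaque group and 2 in the post-plaque group, and 14 for the difference between cohorts, against 0 each (1390, 407 and 1089 at an unadjusted p under 0.05). On simulated data DESeq2 made more false calls than edgeR, 58 against 29 in the smaller design.

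With the fold change prior, chosen after the values were seen, DESeq2 gave 88 (49 up, 39 down), 38 (31 up, 7 down) and 202 (78 up, 124 down) in these pre-plaque comparisons. For post-plaque mice it gave 114 (all but 5 up), 187 (176 up, 11 down) and 90 shared genes.

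Without the filter on low counts, 110 genes (56 up, 54 down) passed for placebo-treated mice of the pre-plaque group and 120 (48 up, 72 down) between anle138b- and placebo-treated APPPS1ΔE9 mice. With Y-linked expression as a covariate the counts were 4, all up, for placebo-treated mice, and 94 (10 up, 84 down) between the APPPS1ΔE9 groups of the pre-plaque group. Among post-plaque mice they were 15 (14 up, 1 down) under placebo, 265 (238 up, 27 down) under anle138b and 14 shared genes.

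With all 4 groups of a cohort in a single fit, 35 genes (25 up, 10 down) passed for placebo-treated pre-plaque mice and 3, all down, between the APPPS1ΔE9 groups of that cohort. At an adjusted p under 0.05, 77 genes (76 up, 1 down) passed for anle138b-treated post-plaque mice. With the libraries of lane 4 only, 1 gene passed between the WT groups of the pre-plaque group. The normalization by RLE size factors and the offsets for GC content and gene length changed no count by more than 1.5 times.

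With the replicate number as a block, 13 genes (10 up, 3 down) passed for anle138b-treated pre-plaque mice, where same-numbered mice deviated together at a mean r of 0.21. Among post-plaque mice, 25 genes passed under placebo and 20 (18 up, 2 down) under anle138b, at a mean r of 0.05 and 0.15, and 10 were shared.

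With the median over genes in place of the mean, 3 scores were no longer past an exact permutation p of 0.05. They were oxidative phosphorylation in placebo-treated pre-plaque mice, at -0.19 (p = 0.0571), and plaque-associated microglia, at 0.66 under placebo (p = 0.0857) and 0.36 under anle138b (p = 0.229, two-sided exact permutation tests).

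With each mouse left out in turn, the counts ranged from 0 to 2 between the WT groups of the pre-plaque group, from 6 to 205 for placebo-treated mice, from 9 to 44 for anle138b-treated mice and from 6 to 317 between the APPPS1ΔE9 groups. The 205 and the 317 were found without placebo-treated APPPS1ΔE9 mouse 17. The count for the interaction ranged from 0 to 22 in the pre-plaque group and that for the difference between cohorts from 0 to 1. For anle138b-treated post-plaque mice it ranged from 63 to 151. The signature score ranged from 0.20 to 2.92 in the pre-plaque group and from 1.22 to 6.80 in the post-plaque group. The 6.80 was found without placebo-treated WT mouse 56 and the 2.92 without placebo-treated WT mouse 37, both with genes chosen again. Chosen genes that fall are subtracted in this score, so these values need not measure the same signature. The microglia score of anle138b-treated pre-plaque mice ranged from 0.41 to 0.54. The score of the paper's list in anle138b-treated pre-plaque mice ranged from -0.0047 to 0.079, and it reversed to -0.0047 without anle138b-treated APPPS1ΔE9 mouse 15.

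Groups of 4 limit the family scores, since an exact permutation p cannot fall below 0.0286 there.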

Differences from the paper's values

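A gap between counts is called closed here where the count came within 1.5 times of the paper's, so closed counts can still differ. For pre-plaque mice under placebo, the paper reports 202 differentially expressed genes, 73 up- and 129 down-regulated, and 12, 12 and 0 were found here (983 lower genes had an unadjusted p under 0.05). Of the alternatives set before the data were examined, only leaving out placebo-treated APPPS1ΔE9 mouse 17 closed the gap for the total and the down-regulated genes, with 205 genes, 61 up and 144 down. Without the genes set aside beforehand, App, Prnp and Lamr1-ps1 among them, 201 genes were left, and 18 of them are in the paper's list, all 18 in the listed direction, so the totals are near each other while most genes differ. For the up-regulated genes the gap also closed without the filter on low counts (56), and with DESeq2 with a fold change prior (49), which was chosen after seeing the values. Under anle138b, the paper reports 27 genes and 8 were found here. No alternative set before the data were examined closed this gap by that limit, with 42 for DESeq2. DESeq2 with the fold change prior, chosen after seeing the values, did, with 38.

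For post-plaque mice under placebo, the paper reports 130 genes, 124 of them up-regulated, and 55 were found here, all up-regulated. DESeq2 closed both gaps, with 113 genes of which all but 5 were up-regulated, and so did DESeq2 with the fold change prior, chosen after seeing the values, with 114 genes and all but 5 up-regulated. The other alternatives set before the data were examined did not. The bar for this comparison in Fig 3D, read by eye, is at about 220 genes. Under anle138b, the paper reports 220 genes, 207 up- and 13 down-regulated, against 124, 119 and 5 here. For the total and the up-regulated genes, the gap closed with DESeq2 (188 and 177), Y-linked expression as a covariate (265 and 238), all 4 groups in a single fit (158 and 150) and without anle138b-treated APPPS1ΔE9 mouse 97 (151 and 143). It also closed with DESeq2 with the fold change prior (187 and 176), chosen after seeing the values. For the down-regulated genes it closed with DESeq2 (11), and with DESeq2 with the fold change prior (11), chosen after seeing the values. The paper reports 103 shared genes and 51 were found here. DESeq2 (88) and all 4 groups in a single fit (69) closed this gap, and so did DESeq2 with the fold change prior (90), chosen after seeing the values.

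For placebo-treated pre-plaque mice, the log2 fold changes in Dataset EV1 are 1.13 for App and 1.12 for Prnp, and they were 1.26 and 1.28 here. DESeq2 with the fold change prior, chosen after seeing the values, was the only setting of 16 that closed these gaps. For anle138b-treated pre-plaque mice, the paper's values are 0.87 and 0.89, and they were 1.14 and 1.27 here. None of the 16 settings closed these gaps.

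The paper links the down-regulated genes of placebo-treated pre-plaque mice to synaptic plasticity among other pathways, and the synaptic plasticity score was higher by 0.08 in APPPS1ΔE9 mice here (two-sided exact permutation test, p = 0.257). The paper describes little neuroinflammation in these mice, and the plaque-associated microglia score was higher by 0.83 here (exact permutation test, p = 0.0286). Cst7, Itgax, Clec7a, Ccl6 and Ccl3 passed the threshold here and are not in the list of Dataset EV1 for this comparison. The paper's text places fewer changed genes under placebo than under anle138b in the post-plaque group, while the bars of Fig 3D show the reverse. The order of the text was found here in the main fits (55 and 124), but with the replicate number as a block it was reversed (25 and 20), and the counts with each mouse left out in turn overlapped (37 to 67 and 63 to 151).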

Other observations

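The tests of Y-linked expression, of GC content and gene length together, of the choroid plexus without mouse 17 and of the region on chromosome 9 were chosen only after the results were seen, while the fits with Y-linked expression and with the offsets were set as alternatives before.

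The counts of genes were compared with other splits of the same mice into groups of the same sizes. As many genes as in the real split were found in 2 of 35 splits for placebo-treated mice of the pre-plaque group, in 2 of 35 for anle138b-treated mice and in 2 of 35 for anle138b- against placebo-treated APPPS1ΔE9 mice, the real split included. For post-plaque mice it was 5 of 100 splits under placebo and 3 of 100 under anle138b, so only this last share was under 0.05. Counted at an unadjusted p under 0.05 instead, as many genes were found in 2, 9 and 2 of 35 splits and in 38 and 24 of 100. Where the real split gave 0 genes, every split necessarily gives as many (35 of 35 and 100 of 100 for the WT groups, 100 of 100 for the APPPS1ΔE9 groups of the post-plaque group, and 50 of 50 relabelings for each interaction and for the difference between cohorts), so these shares carry no information. At an unadjusted p under 0.05, as many genes as the 310 and 212 of the WT groups were found in 29 of 35 and 85 of 100 splits, as many as the 254 of the APPPS1ΔE9 groups in 85 of 100, and as many as the 1390 and 407 of the interactions and the 1089 of the difference between cohorts in 7, 42 and 13 of 50 relabelings. Among splits that part as many same-numbered mice, only the real split gave as many genes, in 1 of 8 splits for each of these 3 pre-plaque comparisons, 1 of 12 under placebo and 1 of 4 under anle138b in the post-plaque group. The real split follows lane in 5 of these comparisons, and no other split does, so these splits cannot tell lane and group apart.

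Other splits gave larger counts. The largest for placebo-treated pre-plaque mice gave 1110 genes, and Ttr, a gene of the choroid plexus, was between 31.7 and 643 CPM on one side of it and between 3736 and 7229 CPM on the other. The largest for the WT groups of the post-plaque group gave 8590 genes, with Mbp between 2393 and 3520 CPM on one side and between 1027 and 1709 CPM on the other. No explanation was tested for these. In anle138b-treated WT mouse 33 of the pre-plaque group, Prl, Gh and Pomc, genes of the pituitary, were at 240 CPM, 67.3 CPM and 20.5 CPM, and in placebo-treated WT mouse 52 of the post-plaque group at 342 CPM, 109.2 CPM and 315 CPM. Its source was not tested.

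Technical explanations were tested for the 12 genes changed in placebo-treated pre-plaque mice. Differences between lane 5 and lane 4 libraries of anle138b-treated WT mice correlated at r = -0.194 with the genotype differences across the 8 genes left without the genes set aside beforehand, App, Prnp and Lamr1-ps1 among them, while splits of these 4 libraries that mix lanes reached absolute values of 0.51 and 0.94. The negative r speaks against lane, but the test is weak, since r is large without any lane difference and the genes are not independent replicates. Across all tested genes, log2 fold changes were related to gene length (Spearman's rho = 0.176) and GC content (rho = 0.140), and 8 of the 8 genes stayed past the threshold with offsets for both. Total counts overlapped between the groups (two-sided exact permutation test, p = 0.343). The oligodendrocyte score differed by -0.16 in APPPS1ΔE9 mice (p = 0.143), with 12 of its 12 genes lower, 5 of them at an unadjusted p under 0.05, and the choroid plexus score by -1.88 (p = 0.286, exact permutation tests), with 9 of 9 genes lower. Values overlapped for both, but with 4 against 4 mice a difference in tissue composition is not ruled out. The share of counts in the 10 highest genes did not overlap (exact permutation test, p = 0.0286), with 4.82% to 5.32% in APPPS1ΔE9 and 5.56% to 6.41% in WT mice. A shift between shares this small rescales all other genes only slightly. The mean over the 8 genes differed by 1.78 on the log2 scale between these groups. These values argue against such a rescaling as the source of the 8 changes. With Y-linked expression as a covariate the log2 fold changes kept a median of 1.02 times their size, while 0 of the 8 genes stayed past the threshold. Sizes were thus kept while calls were lost. Of the placebo-treated WT mice, however, only mouse 37 had Y-linked expression, as all APPPS1ΔE9 mice had. The sizes with the covariate rest largely on that mouse, so they cannot settle the part of sex-linked expression. Cst7, Clec7a and Itgax also passed the threshold in placebo-treated post-plaque mice (adjusted p = 6.31e-06, 7.33e-05 and 0.000453, edgeR). Plaque-associated inflammation, for which the design gives genotype and age, remains a hypothesis, since the compared groups were in different lanes in both cohorts. Lane 5 also held anle138b-treated WT mice 41 and 83 of the pre-plaque group, at 3.43 and 3.48 for the plaque-associated microglia score. The placebo-treated APPPS1ΔE9 mice of that lane and cohort were at 4.14 to 4.70. These values argue against lane 5 as the source of the higher pre-plaque score, although the chow differed too. In the post-plaque group, no lane held both genotypes.

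The score of genes chosen in placebo-treated pre-plaque mice was smaller in anle138b-treated mice, and the choice itself is a candidate explanation. Of 200 genes chosen in the anle138b-treated mice, the score kept 14.5% in the placebo-treated mice, and of 200 chosen in the placebo-treated mice it kept 20.2% in the anle138b-treated mice. Treatment differs between the mice in either direction, so this test does not separate the choice of genes from an effect of anle138b. The 8 genes past the threshold kept 59.6%, more than either set of 200.

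Without placebo-treated APPPS1ΔE9 mouse 17, 201 genes passed the threshold besides the genes set aside beforehand, App, Prnp and Lamr1-ps1 among them. With the choroid plexus score as a covariate, their log2 fold changes kept a median of 0.736 times their size, and 201 of 201 kept their direction. In that fit only 5 genes in all passed the threshold, so choroid plexus in the dissected tissue does not account fully for the sizes of these changes, while its part in the calls cannot be told.

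Col6a5, Rpl29 and Tma7, which changed in anle138b-treated pre-plaque mice, lie on chromosome 9 between 105856078 and 109082587. The hypothesis that a strain variant linked to a transgene may underlie them was tested in the post-plaque mice, in the region from 95856078 to 119082587. In that region, 3 of 258 genes (1.16%) had an unadjusted p under 0.05 in the same direction in both genotype comparisons, against 235 of 16850 genes (1.39%) overall. As large a share was found in 95 of 211 regions of the same length. A share over 258 genes does not show a variant that affects only a few of them, so such a variant is not ruled out. The log2 fold changes of Col6a5, Rpl29 and Tma7 were 0.57, -0.47 and -0.39 in placebo-treated pre-plaque mice (unadjusted p = 0.180, 0.148 and 0.0074, adjusted p = 0.600, 0.576 and 0.360, edgeR). Of the 9 values in the other genotype comparisons, 8 had the same direction. Among them was -0.31 for Rpl29 in anle138b-treated post-plaque mice (unadjusted p = 0.0443, adjusted p = 0.838, edgeR). The exception was 0.014 for Tma7 in placebo-treated post-plaque mice.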
